# Integrative analysis of the 3D genome and epigenome in mouse embryonic tissues

**DOI:** 10.1038/s41594-024-01431-2

**Published:** 2024-12-16

**Authors:** Miao Yu, Nathan R. Zemke, Ziyin Chen, Ivan Juric, Rong Hu, Ramya Raviram, Armen Abnousi, Rongxin Fang, Yanxiao Zhang, David U. Gorkin, Yang E. Li, Yuan Zhao, Lindsay Lee, Shreya Mishra, Anthony D. Schmitt, Yunjiang Qiu, Diane E. Dickel, Axel Visel, Len A. Pennacchio, Ming Hu, Bing Ren

**Keywords:** Epigenomics, Developmental biology, Transcriptional regulatory elements, Chromatin structure

## Abstract

While a rich set of putative *cis*-regulatory sequences involved in mouse fetal development have been annotated recently on the basis of chromatin accessibility and histone modification patterns, delineating their role in developmentally regulated gene expression continues to be challenging. To fill this gap, here we mapped chromatin contacts between gene promoters and distal sequences across the genome in seven mouse fetal tissues and across six developmental stages of the forebrain. We identified 248,620 long-range chromatin interactions centered at 14,138 protein-coding genes and characterized their tissue-to-tissue variations and developmental dynamics. Integrative analysis of the interactome with previous epigenome and transcriptome datasets from the same tissues revealed a strong correlation between the chromatin contacts and chromatin state at distal enhancers, as well as gene expression patterns at predicted target genes. We predicted target genes of 15,098 candidate enhancers and used them to annotate target genes of homologous candidate enhancers in the human genome that harbor risk variants of human diseases. We present evidence that schizophrenia and other adult disease risk variants are frequently found in fetal enhancers, providing support for the hypothesis of fetal origins of adult diseases.

## Abstract (web summary)

The authors here show that chromatin interactions during mouse fetal development are spatiotemporally dynamic. Integrating interactomes with other datasets predicts target genes for candidate enhancers and helps interpret noncoding risk variants in the human genome.

## Main

Developmental programs in multicellular organisms involve temporal and spatially controlled expression of genes, which are driven by the dynamic binding of sequence-specific transcription factors (TFs) to *cis*-regulatory elements (CREs)^1–5^. Recently, the Encyclopedia of DNA Elements (ENCODE)^6,7^ project annotated a rich set of candidate CREs (cCREs) in the mouse genome across a wide spectrum of tissues and early developmental stages^8,9^. While these catalogs of cCREs have revealed the location and tissue-specific usage of regulatory sequences in the genome, understanding their role in developmental programs remains a daunting challenge because of our incomplete knowledge of the regulatory target genes of most cCREs.

Active cCREs (for example, enhancers) and their target gene promoters are believed to be spatially close in three-dimensional (3D) space. Consequently, high-throughput chromatin conformation capture-based techniques, such as Hi-C^10,11^, capture Hi-C^12,13^, ChIA-PET^14,15^, HiChIP^16^ and PLAC-seq^17^, have been increasingly used to map long-range chromatin interactions between promoters and cCREs to infer their target genes across a wide spectrum of human and mouse tissues (or cell types)^18–23^. It has been demonstrated that tissue-specific interactions are not only correlated with changes in gene expression but also enriched for tissue-specific cCREs and noncoding risk variants associated with diseases, revealing the power of using 3D genome information to identify the function of cCREs and their contribution to disease etiology. However, the majority of previous studies focused on adult tissues and the chromatin interactomes in the developing fetus have yet to be systematically investigated.

In this work, we mapped chromatin interactions centered at 14,138 protein-coding gene promoters in mouse embryos, spanning seven tissues and, for one of them, across six developmental stages. To investigate the role of CCCTC-binding factor (CTCF) in mediating the promoter-centered interactions, we also generated CTCF ChIP-seq datasets using the same samples. Integrating with epigenomic profiles (eight histone modifications, chromatin accessibility)^8^ and gene expression landscapes^24^ from the same tissues and developmental stages, we examined the relationships among long-range chromatin interactions, chromatin states, chromatin accessibility, CTCF binding and gene expression during mouse fetal development. We predicted enhancer target genes and explained tissue-specific and developmental stage-restricted gene expression programs. We further demonstrated that 3D genome information may facilitate the functional annotation of noncoding risk variants in the human genome and prioritization of gene targets for complex human diseases.

## Results

### Promoter-centered chromatin interactome in mouse fetal tissues

We performed PLAC-seq experiments (also known as HiChIP) using antibodies against histone H3 lysine 4 trimethylation (H3K4me3), a chromatin mark found at both active and poised promoter regions, to map chromatin interactions centered at gene promoters. Seven mouse fetal tissues from embryonic day 12.5 (E12.5) were assayed in duplicates, including the forebrain (FB), midbrain (MB), hindbrain (HB), neural tube (NT), limb (LM), craniofacial prominence (CF) and liver (LV). FB tissues at five extra time points from E13.5 until birth (E13.5, E14.5, E15.5, E16.5 and postnatal day 0 (P0)) were further investigated (Fig. 1a). Two biological replicates were collected and assayed for each tissue, with a median sequencing depth of 206 million read pairs per replicate. Each replicate was subjected to a set of key quality control criteria to ensure the consistent data quality across different samples (Supplementary Table 1 and Methods).

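H3K4me3 PLAC-seq combines proximity ligation of chromatin with immunoprecipitation of H3K4me3, which enriches contacts of marked promoters. The data analysed here are the authors' deposited interaction calls for FB, MB, HB, NT, LM, CF and LV at E12.5 and for FB at E13.5, E14.5, E15.5, E16.5 and P0, with 2 biological replicates each (24 libraries). By the paper's Supplementary Table 1, the libraries held 160 to 352 M read pairs (median 206 M), of which 93.5 to 199 M were usable (median 124 M), and between 0.078 and 0.166 of the valid short-range reads (at most 1000 bp) lay in H3K4me3 peaks. The authors aligned the reads to mm10 and called interactions between 10-kb bins of the 19 autosomes with MAPS, a regression that gives the read pairs expected for each pair of bins. A pair of bins was called at an FDR below 1% and an observed/expected ratio of at least 2, for distances from 20 kb to 1 Mb. For each called pair of bins, the deposited calls give the count of read pairs, the expected count and the FDR, and the smallest count among them is 6. Pairs of bins that were not called have no value, so a pair missing from a tissue may lie below the threshold or, where neither end had an H3K4me3 peak in that tissue, may not have been tested. The authors made calls for each replicate and again after pooling the replicates of a tissue and downsampling. The pooled calls give 1 value per tissue and stage, and the replicate calls give the spread between libraries. The H3K4me3 peaks behind the calls were not used here. Instead, a promoter bin is a 10-kb bin that holds an annotated transcription start site (TSS) of a protein-coding gene in GENCODE release M21 on GRCm38, the assembly called mm10, whereas the paper used release M4. There are 35186 such bins for 20807 autosomal genes.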

**Fig. 1:**
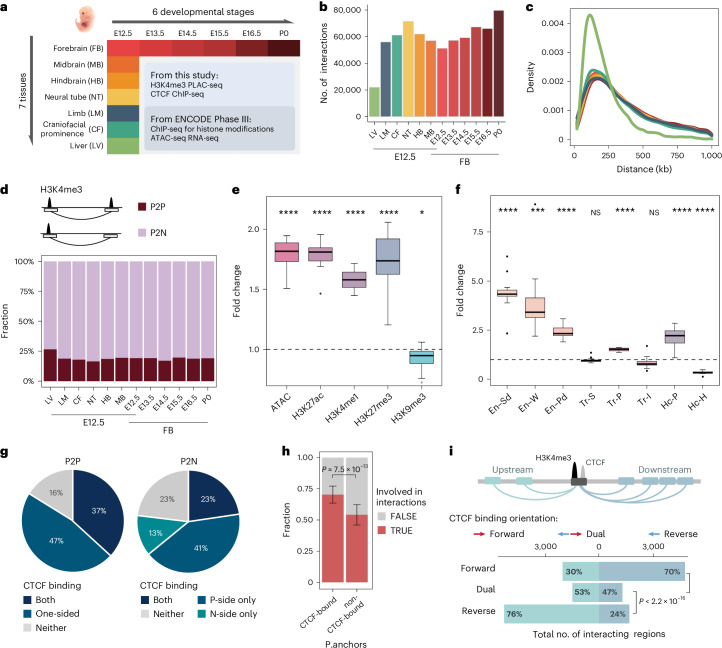
Characteristics of promoter-centered interactions identified from H3K4me3 PLAC-seq across 12 tissues and developmental stages during mouse fetal development. **a**, Overview of the experimental design. **b**, Number of MAPS-identified chromatin interactions. **c**, The density plot of interaction distance across 12 tissues, each represented by distinct colors shown in **b**. **d**, Fraction of P2P and P2N interactions across 12 samples. **e**,**f**, Box plots showing the enrichment of promoter-interacting regions for accessible chromatins: histone marks of P2N interactions (**e**) and different chromatin states (**f**). A fold change of 1 is marked by the horizontal dashed line (*n* = 12). En–Sd, strong TSS–distal enhancer; En–W, weak TSS–distal enhancer; En–Pd, poised TSS–distal enhancer; Tr-S, strong transcription; Tr-P, permissive transcription; Tr-I, initiation transcription; Hc-P, Polycomb-associated heterochromatin; Hc-H, H3K9me3-associated heterochromatin. Central bar, median; lower and upper box limits, 25th and 75th percentiles, respectively; whiskers, minimum and maximum value within the range of (first quartile − 1.5 × (third quartile − first quartile)) to (third quartile + 1.5 × (third quartile − first quartile)). Two-tailed single sample *t*-test comparing to *μ* = 1, with FDR multiple comparison adjustment. *P ≤ 0.05, ***P ≤ 0.001 and ****P ≤ 0.0001. **g**, Average proportion of long-range interactions classified according to presence or absence of CTCF binding on one or both ends across 12 tissues (*n* = 12). A P2P interaction might be bound by CTCF at both ends (both), one of the two ends (one-sided) or neither end (neither). A P2N interaction might be bound by CTCF at both ends (both), only the promoter end (P-side only), only the nonpromoter end (N-side only) or neither end (neither). **h**, Average fraction of candidate interaction anchors involved in long-range interactions (*n* = 12). Anchors bound or not bound by CTCF are considered separately. Data are presented as the mean values ± s.d. Two-tailed paired *t*-test. **i**, A bar plot showing the number and the fraction of upstream (light cyan) and downstream (light blue) distal-interacting regions that form interactions with the promoter anchors bound by CTCF in forward, reverse or dual orientation in FB E12.5. *P* values were calculated using the chi-square test.

To check the reproducibility between biological replicates, we first used MAPS^25^ to identify statistically significant long-range chromatin interactions from each biological replicate at 10-kb resolution. We found 54–71% of interactions were shared between two biological replicates (Extended Data Fig. 1a), which is at a similar level to our previous study using mouse embryonic stem cells^25^. Additionally, the normalized contact frequencies at the reproducible interactions were also highly correlated, with Pearson correlation coefficients (PCCs) ranging 0.77–0.80 (Extended Data Fig. 1b). 

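Each library was compared with its replicate in the replicate calls, where an interaction counts as shared only if both calls name the same pair of 10-kb bins. As a share of the mean of both replicates' numbers, a median of 55.2% was shared over the 12 tissue-stages, from 48.7% in LV to 57.9% in FB at E15.5. In LV, 6427 interactions were found in both replicates, which had 15016 and 11396 calls. In FB at E15.5, 19381 were found in both, of 31470 and 35515. As a share of the smaller replicate's number, the values ran from 54.3% to 71.4%, and as a share of the larger one's, from 42.1% to 56.5%.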

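At the interactions found in both replicates, Pearson's r of the observed/expected ratio had a median of 0.792 over the 12 tissue-stages. The lowest value, 0.755, was in LV, from 6427 interactions, and the highest, 0.814, was in FB at P0, from 30683. On the log2 scale, r ran from 0.772 to 0.805, and Spearman's rho of the ratios ran from 0.743 to 0.787. These correlations are across pairs of bins, which are not independent replicates, and they cover only pairs that passed the caller's threshold in both libraries.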

We, therefore, combined the data from two replicates of each tissue to increase the sensitivity of chromatin interaction detection. The combined data were further downsampled so that all 12 tissue–time point combinations had the same number of usable reads. After reapplying MAPS to these sample-balanced datasets, a total of 248,620 interactions were identified at 10-kb resolution across all tissues within a genomic distance of 20 kb to 1 Mb. 

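The 12 pooled call sets name 248620 distinct interactions, of which 48.3% were called in only 1 tissue-stage and 15.5% in 6 or more. All 12 tissue-stages shared 2918 interactions (1.17%). TSS bins of 15829 of the 20807 autosomal protein-coding genes took part in an interaction in at least 1 tissue-stage.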

A total of 51,264–79,677 interactions were identified in each tissue excluding LV E12.5, where only 21,945 interactions were found (Fig. 1b). 

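Liver had the fewest interactions, 21945, which was 35.9% of the median of the other 11 tissue-stages. Among the other tissues at E12.5, the number went from 51264 in FB through 56013 in LM, 56978 in MB, 61119 in CF and 61929 in HB to 71456 in NT. In FB it was 57174 at E13.5, 59278 at E14.5, 67278 at E15.5, 66050 at E16.5 and 79677 at P0. The replicate calls, which were not downsampled, gave 15016 and 11396 interactions in liver and 12461 to 63868 in the 22 other libraries. The liver libraries had a mean of 151 M usable read pairs, within the range of the others by the paper's Supplementary Table 1. Over the replicate libraries, the means were 13206 in liver and 28535 (SD 11095) in the 22 others, and the difference did not pass an exact permutation test (p = 0.0688), which was chosen after the values were seen. The test counts differences in either direction, and pairs with the FB library of 63868 interactions at P0 can reach as large a difference upwards. It therefore does not settle whether numbers as low as in liver are unusual among the libraries.

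**Figure D1:**
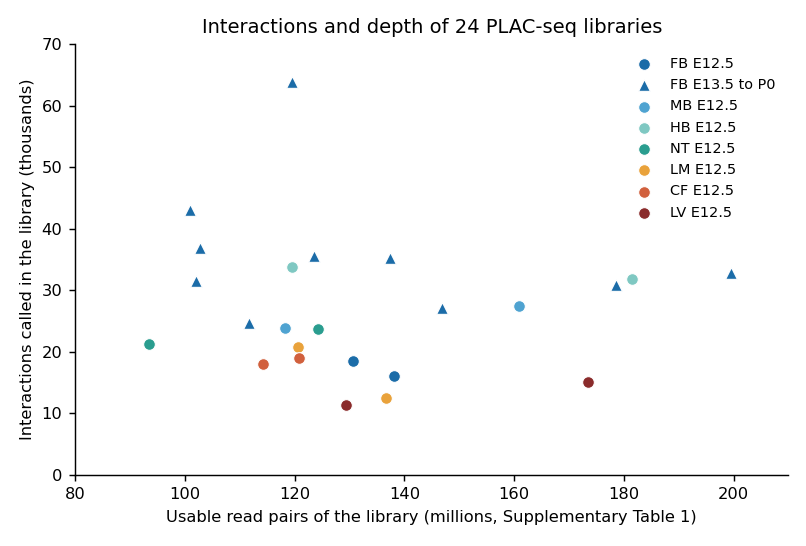
Number of interactions called in each of the 24 replicate libraries (y axis, in units of 1000) against its usable read pairs (x axis, M, from the paper's Supplementary Table 1). Each point is 1 library, circles are tissues at E12.5 and triangles are later FB stages. The 2 liver libraries have 11396 and 15016 interactions.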

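Interactions in liver spanned shorter distances than in any other tissue, with a median of 170 kb in the pooled calls, against 270 to 310 kb elsewhere. The brain and spinal cord tissues at E12.5 and LM each had a median of 290 kb, CF had 270 kb, and FB reached its largest value, 310 kb, at E16.5. In the replicate calls, the medians of the 2 liver libraries were 170 and 160 kb, below each of the 22 others, which ran from 230 to 300 kb (mean 270.9 kb, SD 19.7). The difference in means passed a 2-sided exact permutation test over all splits of the libraries (p = 0.00362). This is the smallest p that 2 libraries against 22 allow. The splits exchange single libraries, although both liver libraries come from a single tissue-stage, so the test does not account for variation between tissues.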

The median genomic distances that these interactions spanned were 270–310 kb for 11 of the tissues, whereas, in LV E12.5, the median distance was substantially shorter (170 kb) (Fig. 1c). 

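By annotated TSSs rather than H3K4me3 peaks, 16.6% ± 1.39 (SD over 12 tissue-stages) of the interactions joined 2 promoter bins. A further 59.5% ± 2.11 had a promoter bin at 1 end and 23.9% ± 2.52 had none at either end. Liver had the largest share between promoter bins, 20.3%, and FB at E13.5 the smallest, 15.2%. Of the interactions with a promoter bin at any end, those between promoter bins made up a median of 21.4%, from 20.1% in LM to 26.1% in LV. With the TSSs of all annotated genes in place of protein-coding genes, the mean share between promoter bins was 25.7%. These shares divide the interactions by gene annotation, so an active promoter without an annotated TSS in its bin counts as nonpromoter.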

Overall, 16–27% (median: 19%) of the identified interactions were between two H3K4me3-marked regions (hereinafter referred to as ‘promoter-to-promoter’ (P2P) interactions), whereas the remaining interactions (73–84%, median: 81%) were between a genomic region associated with H3K4me3 and another one displaying no H3K4me3 signals (hereinafter referred to as ‘promoter-to-nonpromoter’ (P2N) interactions) (Fig. 1d).

To evaluate the sensitivity of H3K4me3 PLAC-seq in detecting promoter-centered interactions, we compared our MAPS-identified interaction lists with published ones centered on 446 gene loci during mouse LM development revealed by Capture-C^26^ and found that the majority of Capture-C interactions were recapitulated by H3K4me3 PLAC-seq experiments from the most closely related tissues (Extended Data Fig. 1c,d). In addition, we observed a significantly higher recovery rate when comparing tissue-specific Capture-C interactions with PLAC-seq data of closely related tissues than those from nonclosely related tissues (Extended Data Fig. 1e–h).

### P2N interactions frequently occur between putative enhancers and promoters

As demonstrated in Fig. 1d, >80% of the identified interactions were P2N interactions, indicating that these interactions may link promoters to their potential regulatory elements. Indeed, across all 12 tissues, on average, 38% of those promoter-interacting regions in P2N interactions contained accessible chromatin regions, defined by ATAC-seq peaks^8^ and such a proportion (that is, 38%) was significantly (*P* = 1.89 × 10^−10^, one-sample *t*-test comparing fold change to *μ* = 1) higher than the distance-matched control regions (21%) (Fig. 1e and Extended Data Fig. 2a). Further exploration of their chromatin properties using ChIP-seq data of histone modifications^8^ suggested that they were likely enhancers; both H3K4me1 (47% in P2N versus 30% in control, *P* = 5.62 × 10^−11^) and H3K27ac (26% in P2N versus 15% in control, *P* = 2.41 × 10^−10^) were enriched at these regions. The occurrence of H3K27me3 at these regions was also significantly higher than that in control regions (17% versus 10%, *P* = 4.42 × 10^−7^), consistent with previous reports of Polycomb-associated chromatin interactions^27–29^. In contrast, the heterochromatin mark H3K9me3 was depleted (6% versus 7%, *P* = 0.015) (Fig. 1e and Extended Data Fig. 2a). In line with above observations, integrative analysis with the 15-state ChromHMM model^30^ revealed 2–9-fold enrichment of distal enhancers (strong, weak and poised) and depletion of H3K9me3-associated heterochromatins at these nonpromoter regions (Fig. 1f and Extended Data Fig. 2b). Taken together, our data suggest that promoter-centered chromatin interactions frequently occur between promoters and putative enhancers in mouse fetal tissues, which is in line with previous findings in many other cell types and tissues^11,19,31^.

### CTCF is broadly involved in promoter-centered interactions during fetal development

CTCF has a critical role in the formation of topologically associating domains and CTCF–CTCF loops through a cohesin-driven loop extrusion process^32^. While many previous studies revealed the crucial role of CTCF in the embryonic developmental program by either creating conditional knockout mice or focusing on specific CTCF-binding sites^33^, it remains unclear to what extent CTCF is involved in chromatin organization globally during fetal development. To define genome-wide CTCF-binding sites, we performed ChIP-seq assays for CTCF in all 12 mouse fetal tissues and identified 43,838–62,782 high-quality peaks in each tissue (Supplementary Table 2). 

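CTCF is a zinc-finger protein that binds a directional DNA motif and that, with cohesin, holds the ends of chromatin loops. CTCF ChIP-seq libraries from the 12 tissue-stages (23 libraries, 2 per tissue-stage except FB at P0, for which Supplementary Table 2 lists 1; those of LV and of FB at E14.5 are technical replicates by the sample titles) had 0.100 to 0.236 of their reads in peaks by that table. The authors called peaks on mm10 with MACS2 against input DNA and kept peaks replicated in both libraries, except in FB at P0, which has a single library, and each deposited peak carries its fold enrichment over input. From 43838 peaks in FB at E12.5 to 62782 in FB at P0 were listed (mean 50646 ± 5745, SD over 12), numbers equal to those of Supplementary Table 2. Following the paper's methods, only peaks with a CTCF motif were used. The motif model of 19 bases, with the consensus TGGCCACCAGGGGGCGCTA, was estimated here from 5000 of the peaks, because the paper's motif matrix is not in the data used here, and a site was called at p = 0.0001 per position. A motif was present in 92.2% ± 1.71 of the peaks, from 88.0% in FB at P0 to 94.5% in HB. On simulated sequence, the search found 98.9% of planted motifs and a motif in 6.4% of random sequences. A bin counts as CTCF-bound when it holds the midpoint of such a peak. Each of the tests on CTCF is a 2-sided sign-flip permutation test over the 12 tissue-stages, and the smallest p it allows is 0.000488. The 12 tissue-stages include 6 of FB, so they are not fully independent.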

As previously reported^34,35^, the identified CTCF-binding sites were most enriched at promoter regions (Extended Data Fig. 3a,b; 17.2% versus 4.7% by chance, *P* = 6 × 10^−14^). 

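CTCF sites lay near gene starts more often than the genome does. Within 3 kb of a protein-coding TSS lay 27.2% ± 1.27 (SD over 12 tissue-stages) of the CTCF peaks with a motif, against 9.05% of the genome, from 25.9% in FB at E12.5 to 30.4% in FB at E15.5. The share was above that of the genome in all 12 tissue-stages (permutation test, p = 0.000488). Within 1 kb of a TSS, the values were 16.3% ± 1.37 of peaks and 3.59% of the genome. The window of 3 kb was chosen here, since the paper's text does not state how wide its promoter regions are.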

Given such a feature, we expected that a large proportion of interaction-associated promoters may have CTCF binding nearby (that is, within the same 10-kb bin). Indeed, the promoter side of 68% promoter-centered chromatin interactions contained at least one CTCF peak (37% + 47% = 84% for P2P interactions and 23% + 41% = 64% for P2N interactions) (Fig. 1g). In addition, 37% of P2P interactions and 23% of P2N interactions had CTCF binding on both ends (Fig. 1g and Extended Data Fig. 3c,d). These CTCF–CTCF interactions showed a significant preference of convergent motif orientation, consistent with the loop extrusion model^32,36^ (Extended Data Fig. 3e,f).

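CTCF was bound at the promoter end of most interactions. Of the interactions with a single promoter bin, 26.4% ± 3.03 (SD over 12 tissue-stages) had CTCF at both ends, 42.3% ± 3.08 at the promoter end only and 13.5% ± 1.84 at the nonpromoter end only. Of those between 2 promoter bins, 48.3% ± 1.68 had it at 1 end. Of all interactions with a promoter bin, 72.1% ± 4.00 had CTCF at a promoter end, from 66.9% in FB at E12.5 to 80.8% in FB at E15.5. An interaction between 2 promoter bins counts here if either end was bound. In liver, the promoter end alone was bound in 34.5% of the interactions with a single promoter bin and the nonpromoter end alone in 17.6%.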

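Both ends held CTCF in 36.3% ± 4.75 (SD over 12 tissue-stages) of the interactions between promoter bins, from 29.8% in FB at E12.5 to 45.2% in FB at E15.5. Over all interactions, 27.2% ± 3.09 had CTCF at both ends, 53.6% ± 1.00 at 1 end and 19.3% ± 2.75 at neither.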

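Motif directions were read at the interactions whose ends each held CTCF motifs of a single direction, a mean of 10379 per tissue-stage. The convergent orientation, with a forward motif upstream and a reverse motif downstream, made up 50.7% on average over the 12 tissue-stages, from 46.6% in FB at P0 to 59.6% in LV. Motifs in tandem made up 19.8% ± 1.08 (forward) and 21.7% ± 1.23 (reverse), and the divergent orientation 7.71% ± 1.03. Forward motifs were found at 70.6% ± 2.18 of the upstream ends and reverse motifs at 72.5% ± 2.05 of the downstream ends. Drawing the directions of both ends independently from these frequencies, the planned comparison, gives 51.2% convergent, and the observed share differed from it by a mean of -0.437 percentage points (SD 0.234, permutation test, p = 0.000977). The observed share was above that value only in liver, by 0.130 percentage points. That expectation already holds the directional bias of each end. The direction frequencies of both ends together, a comparison chosen after seeing the data, give 25.0%, and the convergent share was above it in 12 of 12 tissue-stages, by a mean of 25.7 percentage points (21.6 to 34.6) (permutation test, p = 0.000488). Against the divergent orientation, also chosen afterwards, the mean difference was 43.0 percentage points (37.2 to 54.2). From the preference for convergent motifs, the paper reasons that these interactions fit loop extrusion, a model in which cohesin extrudes chromatin until it meets CTCF in one direction.

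**Figure D2:**
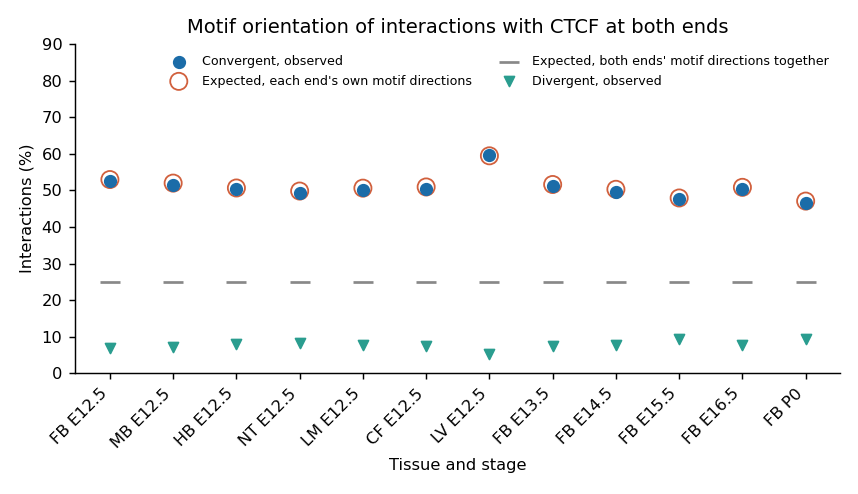
Share of interactions (y axis, %) by motif orientation in each of the 12 tissue-stages (x axis), among interactions with a single motif direction at each end. Filled circles are the observed convergent shares, open circles the shares expected from each end's own direction frequencies, dashes those expected from the frequencies of both ends together, and triangles the observed divergent shares. The convergent shares run from 46.6% to 59.6% and the divergent ones from 5.37% to 9.36%.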

To investigate whether promoter-proximal CTCF binding contributes to the formation of interactions, we asked whether the ability of promoters forming long-range interactions correlated with the presence of CTCF-binding sites nearby. 

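Promoters with CTCF took part in interactions more often than promoters without it. Of the TSS bins with a CTCF motif peak (10367 to 13377 per tissue-stage), 57.7% ± 6.73 (SD over 12 tissue-stages) had at least 1 interaction, against 26.2% ± 4.32 of the TSS bins without one (21809 to 24819). The ratio was 2.22 on average, and the difference, 31.5 ± 2.81 percentage points, was above 0 in all 12 (permutation test, p = 0.000488). NT had 66.1% and 32.2%, and LV had the lowest shares, 40.1% and 15.0%. All annotated TSS bins are counted here, including those of promoters without H3K4me3, at which PLAC-seq enriches no contacts.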

We observed that, on average, 70% of CTCF-bound promoters formed long-range interactions, whereas only 54% of non-CTCF-bound promoters served as anchors of long-range interactions (fold change = 1.3, *P* = 7.3 × 10^−7^) (Fig. 1h and Extended Data Fig. 3g). Additionally, promoters with more CTCF-binding sites tended to have more interactions with distal regions (Extended Data Fig. 3h,i). 

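Promoters with more CTCF peaks in their bin had more interactions. TSS bins with interactions had a mean of 2.98 ± 0.302 interactions (SD over 12 tissue-stages) with no CTCF peak, 4.48 ± 0.574 with 1 peak, 6.25 ± 0.941 with 2 and 8.57 ± 1.603 with 3 or more. In LV, the 4 means were 2.17, 2.89, 3.68 and 4.15. Spearman's rho across TSS bins was 0.257 ± 0.0289, above 0 in all 12 tissue-stages (permutation test, p = 0.000488). The bins within a tissue-stage are not independent replicates. From the excess of interactions at CTCF-bound promoters, their number and their direction relative to the motif, the paper concludes that CTCF binding near promoters has a potential role in forming promoter-centered interactions during fetal development.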

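Interactions from a promoter to a nonpromoter bin ran mostly in the direction in which the promoter's CTCF motif pointed. In FB at E12.5, 67.9% of the interactions of promoters with only forward motifs went downstream by genome coordinate (of 7057 interactions), against 27.8% for promoters with only reverse motifs (of 7670). Promoters with motifs of both directions had 46.5%, and those without CTCF had 49.4%. Over the 12 tissue-stages, the shares were 67.1% ± 3.86 (SD) with forward motifs, 31.7% ± 3.28 with reverse motifs and 49.8% ± 0.983 without CTCF. The difference between forward and reverse, 35.4 ± 6.86 percentage points, was above 0 in all 12 (permutation test, p = 0.000488). It was largest in LV, at 53.6 percentage points (77.6% against 24.0%).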

Promoters bound by forward CTCF were more likely to interact with their downstream regions, whereas promoters bound by reverse CTCF were more likely to interact with their upstream regions (Fig. 1i and Extended Data Fig. 3j). Collectively, the above results demonstrate a potential role of promoter-proximal CTCF binding in promoting the formation of promoter-centered chromatin interactions during fetal development, a phenomenon that we previously observed in mouse embryonic stem cells^37^.

Apart from the involvement of CTCF binding at the promoter regions, we also observed the enrichment of CTCF binding at the nonpromoter sides of P2N interactions; 36% (versus 17.6% in control, *P* = 4.9 × 10^−13^, Student’s *t*-test comparing to *μ* = 1) of P2N interactions overlapped with CTCF peaks on their nonpromoter side. 

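At the nonpromoter end, CTCF was bound in 39.9% ± 3.14 (SD over 12 tissue-stages) of interactions with a single promoter bin. The bin at the same distance on the other side of the promoter held CTCF in 24.5% ± 1.91. The difference, 15.4 ± 1.96 percentage points, was above 0 in all 12 tissue-stages (permutation test, p = 0.000488), and the ratio was 1.63 on average. LV had the largest difference, 47.1% against 26.1%, and NT the smallest share at the nonpromoter end, 36.4%.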

Joint analysis with the 15-state ChromHMM model showed that 53% of the 10-kb bins containing both enhancers and CTCF-binding sites interacted with at least one promoter. In contrast, for those 10-kb bins containing enhancers but no CTCF-binding sites, only 32% of them formed interactions (fold change = 1.7, *P* = 2.5 × 10^−8^), indicating that the promoter-distal CTCF binding might contribute to contacts between putative enhancers and their target genes, as shown by many other previous studies^38^. In addition to enhancer regions, we observed a slight colocalization of the interaction-associated promoter-distal CTCF-binding sites with exons (7.5% versus 6.7% by chance, *P* = 1.8 × 10^−6^; Extended Data Fig. 3k), which is consistent with a role of CTCF in mediating promoter–exon interactions as previously reported^39^.

### Promoter-centered interactome shows tissue-to-tissue variability and developmental dynamics that correlate with gene expression

To characterize the spatiotemporal dynamics of the promoter-centered interactomes during mouse fetal development, we performed principal component analysis (PCA) using normalized PLAC-seq contact frequencies and found that tissues with similar lineages or developmental stages clustered more closely (Fig. 2a), consistent with the hierarchical clustering results based on H3K4me3 PLAC-seq data and H3K27ac ChIP-seq data (Extended Data Fig. 4a,b).

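Tissues of the nervous system shared more interactions with each other than with the other tissues. The Jaccard index of called interactions had a mean of 0.295 among FB, MB, HB and NT at E12.5 and of 0.200 between these and LM, CF and LV (exact permutation test over 35 splits, p = 0.0286, the smallest p these allow). With liver left out, a choice made after seeing the values, the mean to LM and CF was 0.240 and the difference fell from 0.0950 to 0.0548 (exact permutation over 15 splits, p = 0.0667, the smallest p these allow). MB, HB and NT were each most similar to another neural tissue, whereas CF was most similar to HB (0.268), and LM to CF (0.262). LV had the lowest values, with a mean of 0.123 to the other tissues at E12.5. Its pooled list held 21945 interactions, against at least 51264 elsewhere, and the index is capped when lists differ in length. The low value therefore does not show by itself that fewer of the LV interactions recurred in other tissues. Neighbouring FB stages had a mean of 0.323, against 0.249 between FB at E12.5 and at P0. In the replicate calls, 21 of 24 libraries were most similar to their own replicate, and the other 3 were FB libraries at E14.5 or E16.5 that lay nearest to a library of the preceding stage. Over the 2918 interactions called in all 12 tissue-stages, the first component of log2 observed/expected ratios held 25.8% of the variance and the second 12.6%. For comparisons between tissues, the paper made further calls on the union of H3K4me3 peaks of all 12 tissues, which were not used here. The calls used here rest on each tissue's own peaks, so an interaction found in 1 tissue need not have been testable in another.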

**Fig. 2:**
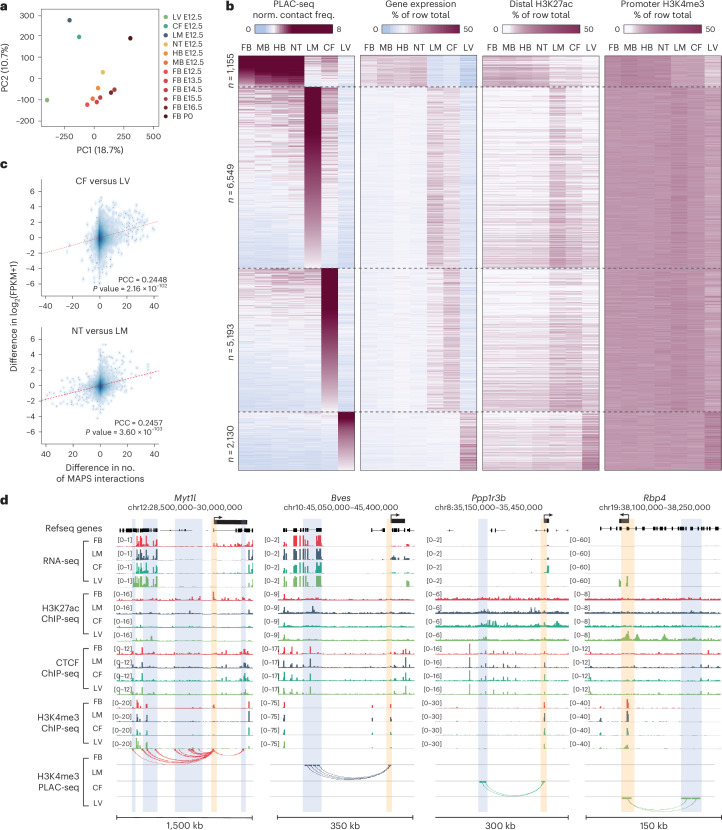
Tissue-to-tissue variability and developmental dynamics of promoter-centered interactomes. **a**, PCA for the normalized PLAC-seq contact frequency. **b**, Heat map displaying normalized contact frequencies (left), gene expression of interacting promoters (middle left), H3K27ac distal peak signal (middle right) and promoter H3K4me3 signal (right) in P2N tissue-specific interactions. % of row total: individual tissue percentage of total sum across all tissues. **c**, Scatter plot between the difference of interaction number and the difference in gene expression. The red dashed line represents the fitted linear line. **d**, Interactions anchored at TSS regions around four genes (highlighted by yellow boxes) in tissues at E12.5. Black boxes above the refseq gene track mark the gene boundary of each anchored genes and the arrows on the top represent their transcription direction. Source data

We then evaluated the variability of promoter-centered interactomes across seven tissues at E12.5 and asked how the tissue-specific chromatin interactions are associated with tissue-specific epigenome and gene expression. 

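Among 104828 interactions with a promoter bin at a single end in any tissue at E12.5, 24101 (23.0%) were restricted to LM, to CF, to LV or to all neural tissues together. Of these, 10168 were called in LM only, 9156 in CF only and 3554 in LV only, and 1223 were called in all of FB, MB, HB and NT and in none of the other 3. Interactions called in only some of the neural tissues and in no other tissue were not counted. When the ends were allowed to differ by 1 bin, the sum was 12847 (4910 in LM, 4012 in CF, 1695 in LV and 2230 in the nervous system). The deposited calls use each tissue's own H3K4me3 peaks, so an interaction restricted to a tissue includes those whose promoter was tested only there.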

For this purpose, we selected a total of 15,027 P2N interactions that were identified only in the neural tissues (including FB, MB, HB and NT), in LM, in CF or in LV (10.1% of all P2N interactions for tissues at E12.5), involving a total of 1,826 unique genes. We found that the normalized contact frequency of these tissue-restricted P2N interactions significantly correlated with gene expression and the H3K27ac signals on the promoter-distal elements (Fig. 2b and Extended Data Fig. 4c–e). Moreover, we compared the promoter-centered interactomes between each pair of tissues at E12.5 and found that the difference in the number of interactions for each promoter was positively correlated with the changes in gene expression of the corresponding tissues (Fig. 2c and Extended Data Fig. 4f). This trend was particularly pronounced between tissues of different developmental origins. For example, several neural-specific interactions were found at the promoter of *Myt1l*, a gene that has a key role in neuronal differentiation^40^. 

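At E12.5, promoters of genes that specify neurons had more interactions in FB, MB, HB and NT than in LM, CF and LV. Of 19 measured transcription factors (TFs) of neural differentiation, 17 were higher in the neural tissues and none was lower (18 higher when adjusted over the list alone), with a median log2 difference of 1.61 and an adjusted p of 7.3e-12 from limma's camera test (adjusted p = 0.00133 with an estimated correlation). Pou3f2, a factor of neuronal differentiation, had 21.6 ± 5.04 interactions (SD, n = 8 libraries) in the neural tissues and 0.184 ± 0.450 (SD, n = 6) in the others, a log2 difference of 4.29 (standard error 0.20, adjusted p = 4.3e-09 from limma). Pax6 had 26.4 ± 10.4 and 1.78 ± 2.82 (log2 difference 3.82), and Sox2 and Myt1l had log2 differences of 3.32 and 3.48. Slc17a6, which loads synaptic vesicles with glutamate, had 15.2 ± 2.50 and 0.159 ± 0.391, and it was among 4 of 5 measured synapse genes that were higher, with none lower (5 higher when adjusted over the list alone, adjusted p = 0.048 with an estimated correlation). Of 18 TFs of forebrain and cortical identity, 12 were higher, among them Nr2f1 (2.67), Six3 (2.74) and Nkx2-1 (2.28), and none was lower (12 when adjusted over the list alone, adjusted p = 0.053 with an estimated correlation). Genes with fewer interactions in the neural tissues included Igf2, an embryonic growth factor, at 1.14 ± 0.732 against 20.3 ± 5.53, Hand2, a TF of limb and heart, at 2.13 ± 1.19 against 20.1 ± 12.3, and Prrx1, a TF of mesenchyme, which was listed at 0 in every neural library and in LV, and at 20.7 ± 18.9 over the libraries of LM, CF and LV. Of 13 erythroid and haematopoietic genes, 6 were lower, among them Runx1 (-1.80), and Add2 (1.49) was higher (the same numbers when adjusted over the list alone, adjusted p = 0.048 with an estimated correlation). Most of this rests on liver: Ank1 (-1.26) and Ikzf1 (-1.29) are at 0 in LM and CF too, and with liver left out 1 of 8 measured genes of this list, Runx1, was lower. These tests take their error from replicate libraries within tissues. With tissue as a random block, Add2, Ank1 and Ikzf1 did not pass the threshold and the other genes named above did, and 9 of the 19 neural differentiation TFs, 4 of the 5 synapse genes and 6 of the 18 forebrain TFs were higher and 1 of the 13 erythroid genes lower. Prrx1 did not pass with edgeR. Over all genes, 966 were higher and 779 lower of 4518 tested, at an adjusted p under 0.05 from limma, and 316 and 108 with tissue as a random block.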

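These numbers come from the replicate calls of the 14 libraries at E12.5, which hold 11396 to 33700 interactions each. The interactions with an end in a TSS bin of a gene were counted, scaled to the median library total and compared as log2 of the number plus 1 with limma's trend option, over genes with a mean of at least 1. The difference given for a gene at 0 in every library of a group depends on that added 1. In the pooled calls, Pou3f2, Pax6, Slc17a6, Igf2 and Hand2 differed in the same direction but by a smaller fold. The means in the neural tissues and in the others were 47.25 and 2.67 for Pou3f2, 60.25 and 13.3 for Pax6, and 23.75 and 2.67 for Slc17a6. They were 9 and 27 for Igf2, and 7.5 and 31 for Hand2. With edgeR's TMM scaling, the genes higher and lower were 948 and 245, with DESeq2 487 and 80, and without scaling 1625 and 293, and these moved the median log2 difference of all genes from 0.01 to 0.40, 0.34 and 0.44. With edgeR on library totals, 1120 genes passed (700 higher, 420 lower), and with tissue as a random block in limma 424 (316 higher, 108 lower). With liver left out, 1374 genes passed (775 higher, 599 lower), 643 of the higher and 378 of the lower genes kept their call, and 44 changed sign, 8 of them past the threshold. Of the neural differentiation TFs, 11 of 19 were then higher and 1 was lower. In simulated data of this comparison, limma recovered 23 of 100 genes changed by a factor of 2 and 54 of 100 changed by a factor of 4. Gene expression was not analysed here.

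**Figure D3:**
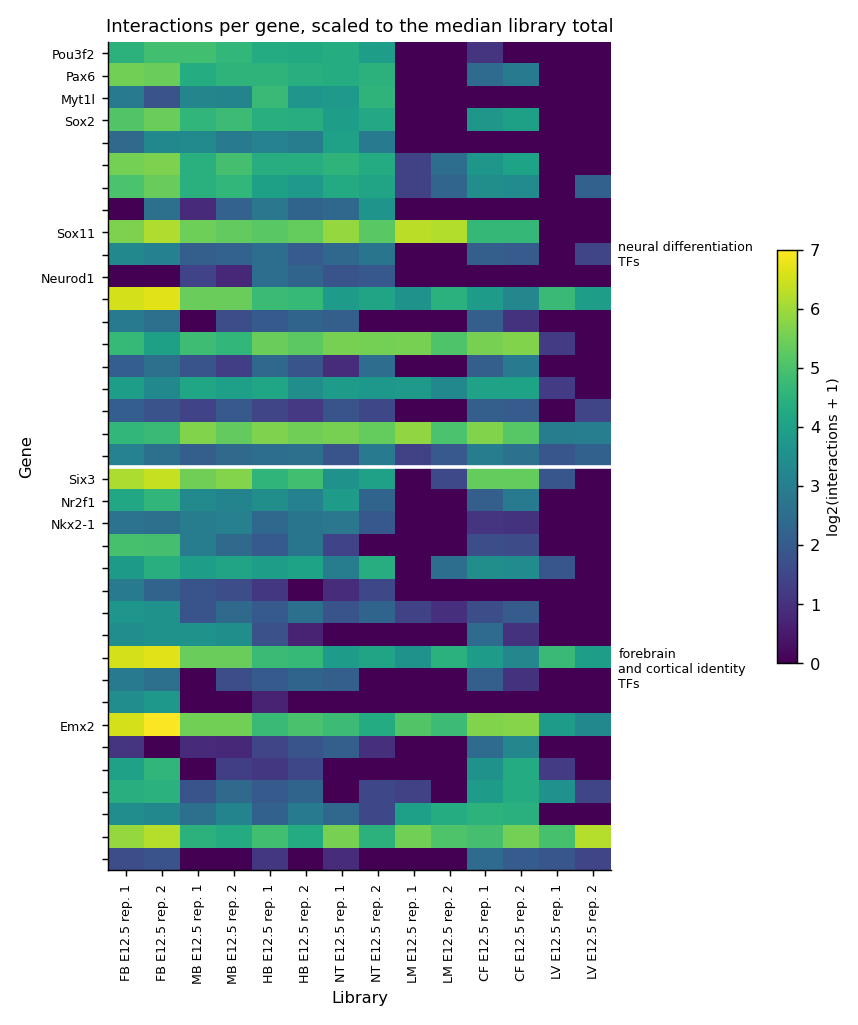
Interactions per gene in the 14 replicate libraries at E12.5 (x axis), scaled to the median library total and shown by color as log2 of the number plus 1, for the measured members of 2 gene lists (y axis, each list ordered by its log2 difference, with the names of genes given in the text). Pou3f2 and Myt1l are at or near 0 in LM, CF and LV.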

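Promoters with more interactions in LV, LM or CF included genes of blood, limb and face, with overlap between LM and CF. In LV, the embryonic site of blood formation, 10 of 13 measured erythroid and haematopoietic genes were higher than in the other tissues at E12.5 and none was lower (11 higher when adjusted over the list alone, adjusted p = 0.0059 with an estimated correlation). Ank1, a protein of the red cell membrane skeleton, had 12.7 ± 0.727 interactions (SD, n = 2 libraries) and Ikzf1, a TF of blood cells, had 13.8 ± 2.68, and both were listed at 0 in the 12 other libraries. Cpox, an enzyme of haem synthesis, had 18.0 ± 6.67 against 0.258 ± 0.622 (log2 difference 3.98, adjusted p = 5.3e-06 from limma), and the globin gene Hbb-bt (3.09) and Runx1 (2.09) were also higher. In the pooled calls, Cpox had 12 interactions in LV and a mean of 1.83 in the other tissues, a smaller fold in the same direction. Of 7 measured hepatocyte genes, 3 were higher, among them Trf (2.47) and Cebpb (1.17), and Onecut1 (-3.37) was lower (the same numbers when adjusted over the list alone, adjusted p = 0.54 with an estimated correlation). With DESeq2, Ank1, Ikzf1, Hbb-bt, Trf and Cebpb did not pass, and 4 of the 13 erythroid genes and none of the 7 hepatocyte genes were higher in LV, while Onecut1 did not pass with edgeR. In LM, 17 of 25 limb patterning genes were higher and 2, Meis2 (-1.59) and Shh (-1.39), were lower (21 and 2 when adjusted over the list alone, adjusted p = 0.0047 with an estimated correlation). Prrx1 had 41.1 ± 9.48 against 3.48 ± 8.19 (log2 difference 4.64, adjusted p = 1.4e-06 from limma), and Hand2 (2.88), Bmp4 (2.54) and Hoxa10 (2.68) were among the others. Of 8 muscle and cartilage genes, 5 were higher in LM, among them Sox9 (1.27) and Six4 (2.54), and Pax7 (-2.36) was lower (the same numbers when adjusted over the list alone, adjusted p = 0.12 with an estimated correlation). In CF, 18 of 24 craniofacial genes were higher and none was lower (22 higher when adjusted over the list alone, adjusted p = 0.0013 with an estimated correlation), with a median log2 difference of 1.89. Limb patterning genes were higher in CF too (9 of 25, and 2 lower, 10 and 3 when adjusted over the list alone, adjusted p = 0.021 with an estimated correlation), and Prrx1, a member of both lists, had a log2 difference of 3.55 in CF. Of the craniofacial genes, 8 were higher and 6 lower in LM (10 and 6 when adjusted over the list alone, adjusted p = 0.23 with an estimated correlation). Alx1, a TF of the face, had 8.71 ± 6.40 and was listed at 0 elsewhere, and Six2 had 34.4 ± 1.27 against 6.25 ± 5.44 (2.76). Alx1 did not pass with DESeq2, Pax7 and Shh in LM with edgeR or DESeq2, and Sox9 in LM without scaling.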

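Over all 4518 genes, limma called 1069 higher and 1295 lower in LV, 593 and 733 in LM, and 160 and 111 in CF. The lower counts carry a limit: in simulated data, 27 of the 76 genes called in LV, 6 of 43 in LM and 6 of 54 in CF had not been changed, all of them called lower, against 1 of 35, 0 of 41 and 1 of 57 with edgeR. On the real data, edgeR with library totals called 878 higher and 513 lower in LV, 556 and 175 in LM, and 224 and 9 in CF. Of the genes that limma called higher, 859 in LV, 500 in LM and 149 in CF were also higher with edgeR, and 513, 175 and 9 of the lower ones were also lower. DESeq2 called 108 higher and 240 lower in LV, 194 and 45 in LM, and 61 and 1 in CF. Without scaling the counts were 384 and 1512 in LV, 326 and 843 in LM, and 94 and 126 in CF, and the median of all genes lay at -0.61, -0.36 and -0.07. With edgeR and TMM the counts were 605 and 677 in LV, 454 and 215 in LM, and 217 and 5 in CF. Each of these tissues has 2 libraries, and 1 library moves the counts by more than 1.5 times. Without the first or the second LV library, 1420 or 1111 genes passed, without the first or the second LM library 441 or 736, and without the first or the second CF library 64 or 42. The remaining library of the tissue is then assumed to vary like those of the other tissues. The neural TFs were lower in LV (15 of 19, none higher, 16 when adjusted over the list alone, adjusted p = 0.0044 with an estimated correlation), among them Sox11, at 0 against 47.2 ± 18.1 interactions, and edgeR called 6 of them lower.

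**Figure D4:**
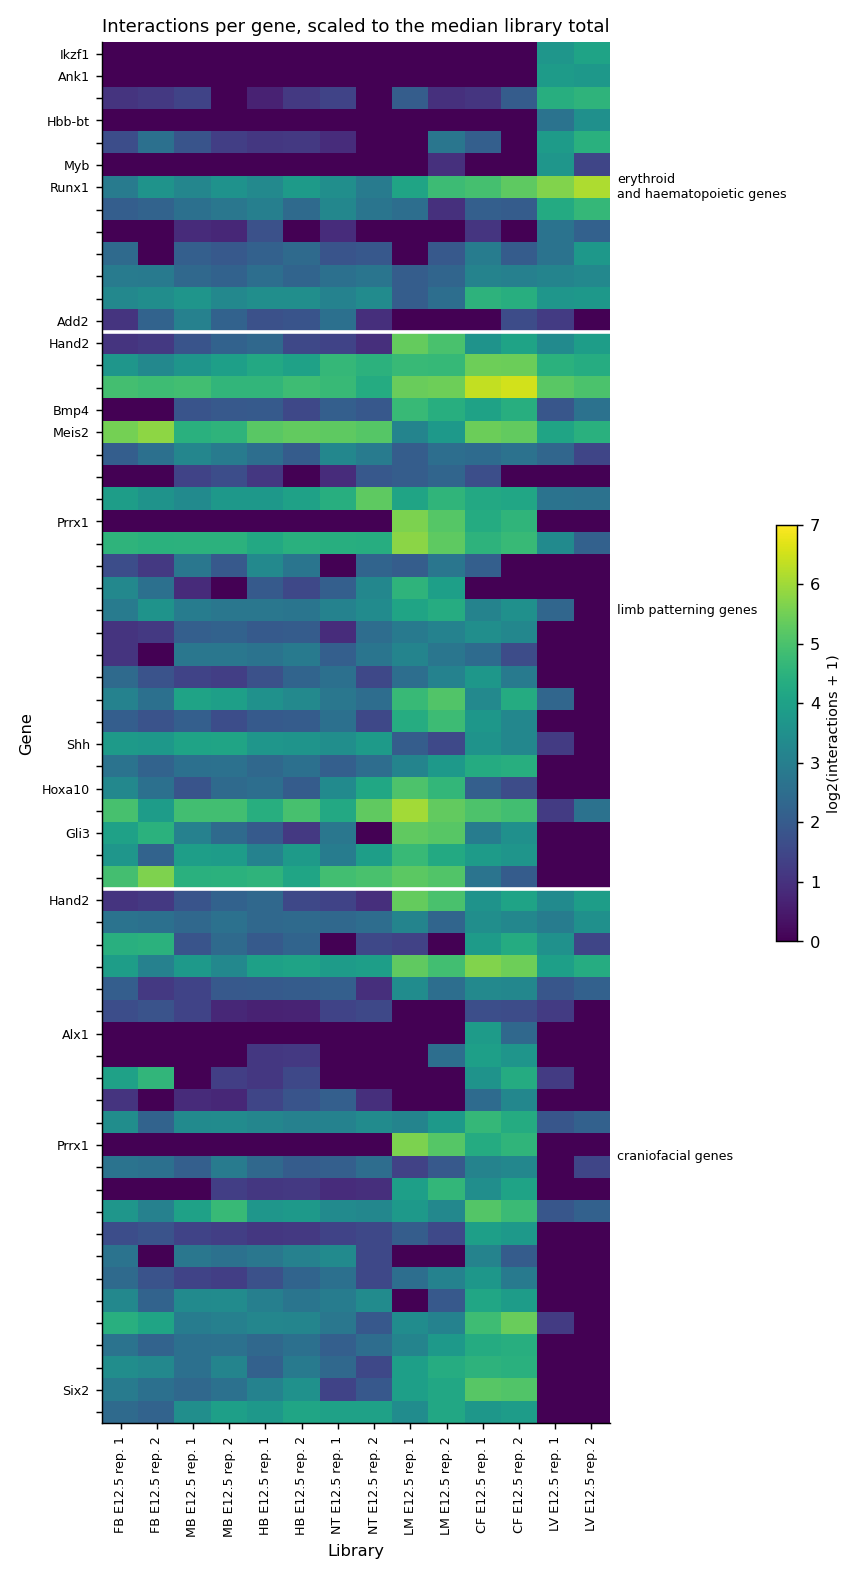
Interactions per gene in the 14 replicate libraries at E12.5 (x axis), scaled to the median library total and shown by color as log2 of the number plus 1, for the measured members of 3 gene lists (y axis, each list ordered by its log2 difference in LV, with the names of genes given in the text). Ank1 and Ikzf1 have interactions in LV only, Alx1 in CF only, and Prrx1 in LM and CF.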

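Myt1l, on chromosome 12 of mm10 with TSSs from 29528384 to 29895114 on the plus strand, had interactions in each neural tissue and nearly none elsewhere at E12.5. The pooled calls held 21 interactions in FB, 46 in MB, 61 in HB and 67 in NT at its 6 TSS bins, against 1 in CF and 0 in LM and LV. The replicate libraries held 6 and 2 in FB, 10 and 11 in MB, 43 and 19 in HB and 15 and 24 in NT, and 0 in each of the 6 libraries of LM, CF and LV. In FB, the pooled number was 48 at E13.5, 73 at E14.5 and 114 at E15.5, and was 110 at E16.5 and 108 at P0. The interaction with the highest observed/expected ratio in HB joined the gene to the bin from 28900001 to 28910000, 630 kb upstream, with 33 read pairs against 4.31 expected. In FB at E12.5 it was the bin from 29060001 to 29070000, with 19 read pairs against 3.75 expected.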

Regions interacting with the *Myt1l* promoter showed higher H3K27ac in the FB at E12.5 compared to the other three tissues (Fig. 2d and Supplementary Fig. 1). 

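Around the promoters of Ppp1r3b, Bves and Rbp4, the pooled calls hold few interactions. Rbp4, on chromosome 19 with TSSs from 38124725 to 38125281 on the minus strand, had 2 interactions in LV, with 3 and 1 in its replicate libraries. The stronger one joined it to the bin from 38190001 to 38200000, 70 kb away, with 43 read pairs against 11.0 expected (FDR 1.1e-10). Of the other tissues at E12.5, only CF had an interaction of Rbp4, 450 kb away, with 13 read pairs against 2.59 expected, and its replicate libraries had none. Bves, on chromosome 10 with TSSs from 45335772 to 45353508 on the plus strand, had 1 interaction in CF, 3 in LM, 4 in each of MB, HB and NT, and 0 in FB and LV. The one in CF, with the bin from 45060001 to 45070000, had 15 read pairs against 4.44 expected. Ppp1r3b, on chromosome 8 with TSSs from 35375739 to 35376660 on the plus strand, had 1 interaction at E12.5, in FB (10 read pairs against 2.90 expected), and none in LM or LV. With the bins next to the TSS bins included, Ppp1r3b had 2 interactions in FB, 1 in HB, 1 in CF and 0 in LM, and Bves had 3 in CF, 4 in LM and 6 in NT. These are calls on each tissue's own H3K4me3 peaks, and a pair of bins that was not called may still hold read pairs.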

We also observed LM-specific, CF-specific and LV-specific interactions centered at the promoter of *Ppp1r3b* (a regulator of glycogen synthesis)^41^, *Bves* (a gene encoding blood vessel and epicardial substance, which may have a role in skeletal muscle development)^42^ and *Rbp4* (a retinol carrier that delivers retinol from LV to peripheral tissues)^43^, respectively, with high levels of H3K27ac on the promoter-interacting regions in the corresponding tissues (Fig. 2d and Supplementary Fig. 1).

Because CTCF binding occurred on at least one end for the majority of the identified interactions (Extended Data Fig. 3c,d), we further checked whether variable CTCF binding is also associated with dynamic promoter-centered interactomes among different tissues. It is worth noting that CTCF-binding patterns were largely invariant between samples as previously reported^44^ (Extended Data Fig. 5a); nearly half of the CTCF-binding sites were conserved and variable CTCF occupancy only occurred at a small number of loci (Extended Data Fig. 5b,c). Nevertheless, we still observed a positive correlation between the normalized contact frequency and the promoter-proximal CTCF-binding signals (Spearman’s correlation coefficient (SCC) = 0.189, *P* < 2.2 × 10^−16^) and distal CTCF-binding signals (SCC = 0.172, *P* < 2.2 × 10^−16^) (Extended Data Fig. 5d–f).

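Most CTCF sites recurred across tissues. Merging the motif-bearing peaks of the 12 tissue-stages gave 76465 sites, of which 34.9% had a peak in all 12 (95% Wilson interval 34.6% to 35.2%), 40.7% in 11 or 12, and 19.6% in a single one. Of the sites of 1 tissue-stage, the share present in all 12 ran from 49.8% in FB at E14.5 to 67.4% in FB at E12.5. Sites found in no other tissue-stage were most numerous in FB at P0, with 3038 (5.74% of its sites), E14.5, with 2333 (4.35%), and E15.5, with 1812 (3.66%), and fewest in FB at E12.5, with 245 (0.619%). LM had 1334 (3.01%), LV 1264 (3.17%) and CF 1166 (2.57%). The peak lists of FB at P0, E14.5 and E15.5 are also the longest, and that of FB at E12.5 is the shortest. FB at P0 has a single library, so its peaks were not filtered by replication between libraries. The libraries of LV and of FB at E14.5 are technical replicates. Because the lists differ in length and replication, the numbers of sites found in no other tissue-stage do not by themselves show a gain in later FB. The Jaccard index of sites between 2 tissue-stages had a median of 0.6999 over 66 pairs, from 0.606 to 0.758. The interval covers counting error only.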

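Gain and loss of CTCF peaks were compared with gain and loss of called interactions, and the signals at all pairs of bins were not used here. For each 2 tissue-stages, the interactions called in 1 of them were searched for an end with CTCF in that sample and not in the other, and for the converse. CTCF was present only where the interaction was called in 10.6% ± 3.75 (SD over 12 tissue-stages) and only where it was not called in 7.77% ± 2.32. The difference, 2.81 ± 5.99 percentage points, was above 0 in 9 of 12 tissue-stages and did not pass the permutation test (p = 0.159). The difference was largest in FB at P0 (16.9% against 4.36%), and in FB at E12.5 it was reversed (5.71% against 11.0%). With the 30000 strongest peaks of each list, the difference was 2.29 percentage points (p = 0.000488), and within the 7 tissues at E12.5 it was 3.38 (exact permutation test, p = 0.0313). It did not pass with a stricter FDR, a stricter fold, the other list, all peaks or liver left out (1.74 to 3.22 percentage points, permutation p from 0.144 to 0.382). The number of peaks per list differs between tissue-stages and a longer list gives more bins with CTCF.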

We also examined the dynamics across developmental stages in the FB. We selected the E12.5–E13.5 FB-restricted, E14.5–E15.5 FB-restricted and E16.5–P0 FB-restricted P2N interactions and performed a similar analysis to that for tissue-restricted P2N interactions at E12.5 (Extended Data Fig. 6a–e). 

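In the pooled calls of FB, 1686 interactions were called at both E12.5 and E13.5 and at no other stage, 1806 at both E14.5 and E15.5 only, and 3905 at both E16.5 and P0 only. Together these are 7397 of the 174073 interactions called in FB (4.25%). A promoter bin lay at a single end of 845, 983 and 2459 of them. At an FDR under 0.0001, the sum was 4383 (977, 1002 and 2404).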

A positive correlation between interaction strength and gene expression was also observed, albeit weaker than that between different tissues at E12.5, suggesting that the developmental dynamics of the promoter interactome in general is less pronounced than the tissue-to-tissue variations. Taken together, our data demonstrate that the tissue-to-tissue variability and developmental dynamics of the promoter-centered interactome are correlated with the fetal gene expression programs.

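From early to late FB, promoters of synaptic genes gained interactions, and promoters of progenitor genes had fewer, as had those of limb patterning genes. Of 17 measured genes of neuronal maturation and synapses, 10 had more interactions at E16.5 and P0 than at E12.5 and E13.5, and 2 had fewer (10 and 3 when adjusted over the list alone, adjusted p = 0.043 with an estimated correlation). Grin2b, a subunit of the NMDA receptor for glutamate, had 14.4 ± 3.31 interactions (SD, n = 4 libraries) late and 1.08 ± 1.47 (SD, n = 4) early, a log2 difference of 3.13 (standard error 0.30, adjusted p = 3.4e-05 from limma). Its pooled means were 28.5 late and 6.5 early, a smaller fold in the same direction. The glutamate receptor genes Gria1 (2.56) and Gria2 (1.87) and the synaptotagmin gene Syt1 (3.01) were also higher. The 2 that were lower, Gad1 (-0.62) and Gad2 (-0.69), encode enzymes that make GABA, and without scaling both differences turned positive and neither passed the threshold. Of 13 genes of neural progenitors and the cell cycle, 8 were lower and none was higher (the same when adjusted over the list alone, adjusted p = 0.032 with an estimated correlation). Hmga2, a chromatin protein of young progenitors, fell from 23.9 ± 10.9 to 5.02 ± 4.51 (log2 difference -2.35, adjusted p = 2.7e-05 from limma), and Pax6 (-1.77), Gli3 (-1.61) and Sox2 (-1.12) fell too. Without scaling, 3 of these 13 were lower and 1 was higher, the median moved from -0.97 to -0.16 and Sox2 did not pass, while 13 of 18 synapse genes were higher and none lower. Of 21 limb patterning genes, 10 were lower and none higher (11 and 1 when adjusted over the list alone, adjusted p = 0.0434 with an estimated correlation), with a median of -0.60 that turned to 0.26 without scaling. Of 20 craniofacial genes, 7 were lower and 1 higher (the same when adjusted over the list alone, adjusted p = 0.088 with an estimated correlation), with a median of -0.56 that turned to 0.23. Of 21 TFs of neural differentiation, 13 were lower, and Myt1l (2.10), Neurod6 (1.74) and Neurod1 (1.51) were higher (15 and 3 when adjusted over the list alone, adjusted p = 0.026 with an estimated correlation), but without scaling 2 were lower and 4 higher. Of 20 TFs of forebrain and cortical identity, 12 were lower, among them Emx2 (-1.56), and 2 were higher, among them Tbr1 (1.03), a TF of cortical projection neurons (13 and 2 when adjusted over the list alone, adjusted p = 0.0504 with an estimated correlation), but without scaling the median of this list moved from -0.82 to 0.01. Neurod1 did not pass with DESeq2, and Gli3 did not with P0 left out. The largest single difference was at Arpp21, with 33.7 ± 4.22 interactions late and 2.19 ± 2.61 early (log2 difference 3.90). The tests of late against early FB take their error from replicate libraries within stages. Each group holds 2 stages, and no fit with stage as a random block was run.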

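Over 5617 genes in the 12 FB libraries, which hold 16075 to 63868 interactions each, 833 were higher and 467 lower in late FB by limma. All differences are relative to library totals, which were higher in late FB: without scaling, 2680 genes were higher and 54 lower, the median of all genes moved from 0.22 to 0.90, and 163 of the called genes changed sign. With quantile normalization 510 were higher and 544 lower (median -0.07), and with DESeq2 210 and 62 (median 0.49). With edgeR, library totals gave 539 and 342 (median 0.21) and TMM 666 and 207 (median 0.40). With P0 left out, 331 genes passed (205 higher, 126 lower). That setting also has fewer late libraries, and E16.5 was not left out as a stage, so the fall cannot be ascribed to P0. Without the first or the second P0 library 667 or 759 passed, and without the second library of E16.5 761. The share of valid short-range reads in H3K4me3 peaks also differed, at 0.112 ± 0.00772 in the 4 early libraries and 0.1445 ± 0.00695 in the 4 late ones (Supplementary Table 1), with no overlap. In simulated data of this comparison, limma recovered 12 of 100 genes changed by a factor of 2 and 45 of 100 changed by a factor of 4. From correlations of interactions with gene expression, which was not analysed here, the paper concludes that differences of the promoter-centered interactome between tissues and stages correlate with gene expression in the fetus.

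**Figure D5:**
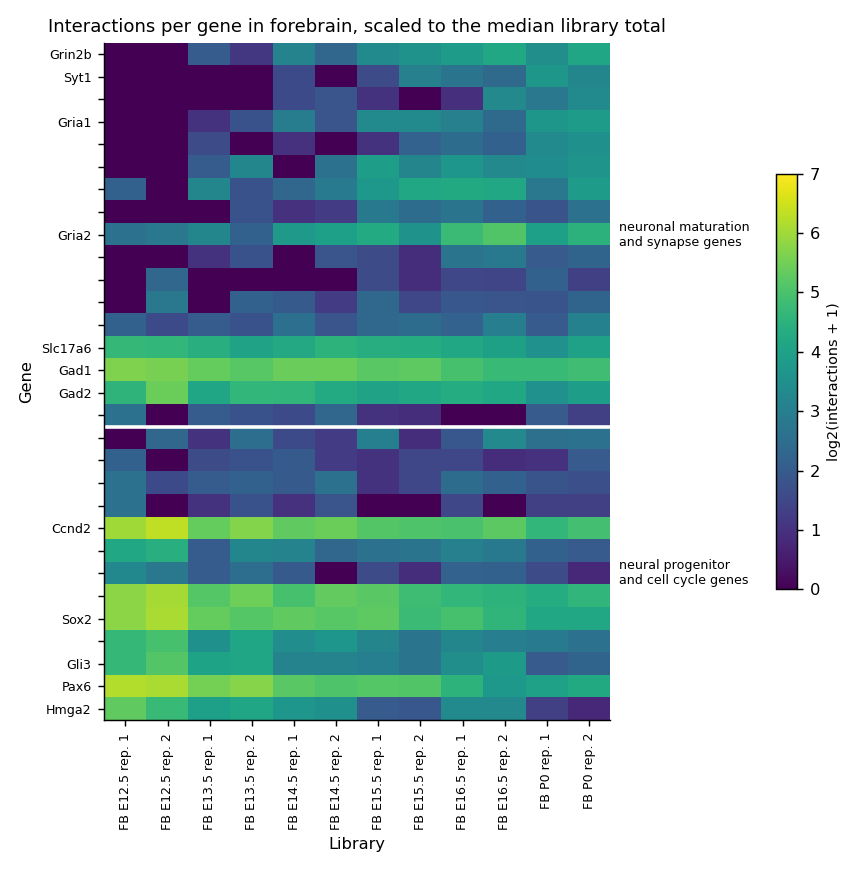
Interactions per gene in the 12 FB replicate libraries (x axis, by stage), scaled to the median library total and shown by color as log2 of the number plus 1, for the measured members of 2 gene lists (y axis, each list ordered by its log2 difference, with the names of genes given in the text). Grin2b, Syt1 and Gria1 are at 0 at E12.5 and have interactions at E16.5 and P0, and Hmga2 and Pax6 have lower numbers late than at E12.5. Without scaling, Gad1, Gad2 and Ccnd2 change direction.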

### Chromatin contacts at promoters coupled with chromatin state maps predict target genes of distal cEnhancers

Long-range interactions between promoters and distal enhancers are believed to contribute to gene expression. However, a recent comprehensive study covering 24 diverse human cell types^23^ found that the variations in long-range interactions were only modestly correlated with the variations in gene expression, suggesting a complex relationship between the physical contacts of cCRE–gene pairs and gene expression. Recently, success has been achieved by combining the 3D chromatin information and chromatin state to predict the functional contributions of enhancers in gene expression^45,46^. To assign candidate enhancers (cEnhancers) to their target genes in mouse fetal tissues, we leveraged the P2N interactions identified from H3K4me3 PLAC-seq data. Using the chromatin interactions, open chromatin regions and H3K4me3 ChIP-seq peaks from the same sample, we first identified 91,451 open chromatin sites to be in long-range contact with active or poised promoters of protein-coding genes, designated as interacting cCRE–gene pairs (Fig. 3a and Extended Data Fig. 7a).

**Fig. 3:**
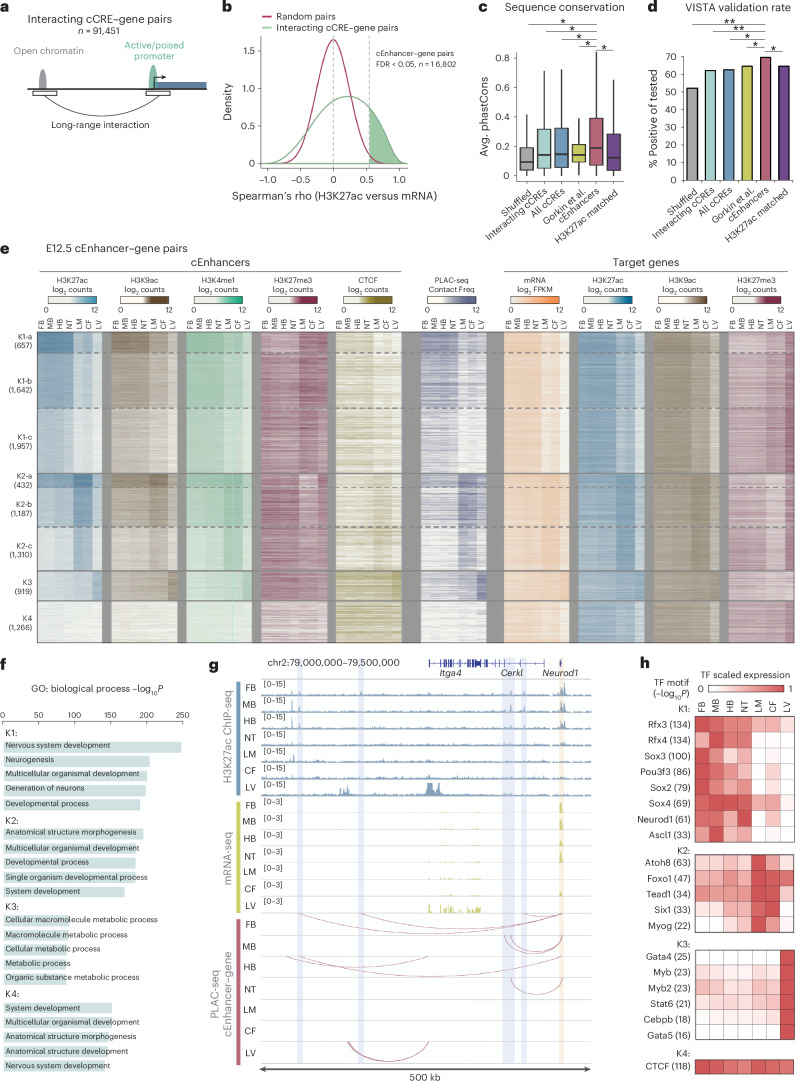
Profiling cEnhancer–gene pairs in different fetal tissues. **a**, Schematic for assigning cCREs to target genes. **b**, Density plot of SCCs between cCRE H3K27ac and interacting gene mRNA. **c**, Box plots of distributions for average phastCons scores for each nucleotide of all cCREs (d-TACs^8^, with a chromatin-accessible peak present in any of the 12 samples where PLAC-seq data were generated), size-matched random regions (shuffled), interacting cCREs (cCREs involved in 91,451 cCRE–gene pairs), predicted enhancers from Supplementary Table 8c of Gorkin et al.^8^, all cEnhancers or cCREs with H3K27ac levels matching cEnhancers (matched H3K27ac). Two-tailed Wilcoxon rank-sum test: *P < 2.2 × 10^−16^. Central bar, median; lower and upper box limits, 25th and 75th percentiles, respectively; whiskers, minimum and maximum value within the range of (first quartile − 1.5 × (third quartile − first quartile)) to (third quartile + 1.5 × (third quartile − first quartile)). **d**, Validation rate of indicated elements tested for in vivo enhancer activity from the VISTA elements database. Chi-square test: **P < 0.001 and *P < 0.05. **e**, Heat map for chromatin features and expression of E12.5 cEnhancer–gene pairs. Pairs were *k*-means clustered by H3K27ac signal surrounding 2 kb at the center of cEnhancer. **f**, Top enriched GO biological process terms for genes from clusters in **e**. **g**, Example gene, *Neurod1*, showing correlated E12.5 tissue-specific H3K27ac signal at cEnhancer, gene expression and cEnhancer–gene interactions. The cEnhancer–gene interactions in this region from each E12.5 tissue are marked by arcs. The *Neurod1* TSS region is highlighted by a yellow box and the cEnhancers are highlighted by blue boxes. **h**, Enriched known and de novo motifs at cEnhancers that have TF gene expression matching cEnhancer H3K27ac tissue patterns.

The H3K27ac signal at distal enhancers has been shown to correlate with the expression level of their target genes^45,47^. Assuming that a subset of these gene-interacting cCREs are enhancers, we performed the correlation analysis to determine which cCREs likely function as enhancers to their interacting genes. Specifically, we calculated the SCCs between the H3K27ac signal at the distal cCRE with gene expression levels of the interacting gene across 22 replicates of tissue–time point combinations (Supplementary Table 3). The distribution for correlations between H3K27ac signal at cCRE and mRNA-seq from the interacting genes was not only higher than that between randomly shuffled pairs (Fig. 3b) but also higher than that between cCREs and their closest promoters (Extended Data Fig. 7b), supporting an active role for 3D chromatin interactions in gene regulation. We classified 16,802 cEnhancer–target gene pairs as those that had a positive correlation (false discovery rate (FDR) < 0.05) (Fig. 3b, Extended Data Fig. 7a and Supplementary Table 4). Of the total 15,098 cEnhancers identified in these pairs, 90% had one predicted target gene (Extended Data Fig. 7c), while most predicted target genes had multiple assigned enhancers (Extended Data Fig. 7d). Most cEnhancers were predicted to target promoters more than 200 kb away (Extended Data Fig. 7e), with 64% of them targeting a gene that was not the nearest promoter (Extended Data Fig. 7f). Further supporting a role for cEnhancers predicted to regulate target genes in the mouse embryonic tissues, we found that they had higher sequence conservation than either a random set of size-matched genomic regions or the full list of cCREs (‘Shuffled’ and ‘All cCREs’ in Fig. 3c). Importantly, they also had higher sequence conservation than the subset of cCREs predicted to regulate target genes based on only correlated ChIP-seq and RNA-seq signals without consideration of 3D interaction data (‘Gorkin et al.’ in Fig. 3c)^8^. To further assess the validity of these enhancers, we compared them to elements in the VISTA database^48^. VISTA elements are experimentally tested for enhancer activity by an in vivo reporter assay in E11.5 or E12.5 mouse embryos. Referencing the VISTA database, we found that the above enhancers had a significantly higher rate for positive enhancer activity than all cCREs, interacting cCREs and enhancers predicted without considering 3D interactions (Fig. 3d). Because the H3K27ac levels on the cEnhancers were significantly higher than all abovementioned control sets (Extended Data Fig. 7g), we further included a set of cCREs with H3K27ac levels matching cEnhancers as additional control (‘H3K27ac-matched’). Again, both the sequence conservation and the VISTA validation rate of cEnhancers were significantly higher than those of the H3K27ac-matched cCREs (Fig. 3c,d). Taken together, our list of cEnhancers is supported by multiple lines of evidence for their role in spatiotemporal expression in the mouse embryos. While both chromatin state–gene expression correlation and 3D chromatin interactions have been widely applied to predict cCRE–gene pairs^31,49,50^, efforts that integrate both types of information are rare. Our analyses highlight the power of integrating cCRE–gene activity correlation data with 3D interaction information for enhancer prediction.

Cell-type-specific and tissue-specific gene expression is often dependent on enhancers for activation^51^; therefore, we hypothesized that genes interacting with predicted cEnhancers would be highly expressed in tissues where they are active. Indeed, genes interacting with VISTA enhancers through the above enhancer–gene links were expressed relatively highly in the same tissue where enhancer activity was reported; the enriched Gene Ontology (GO) terms for genes interacting with VISTA enhancers were related to the tissue where the VISTA enhancer was active (Extended Data Fig. 7h). These results support a functional relationship between interacting enhancers and promoters and demonstrate the importance of these interactions for tissue-specific activation of gene expression during mouse fetal development.

### Tissue-specific gene-regulatory programs during mouse fetal development

To investigate the tissue-specific gene expression programs in mouse embryos, we focused on the predicted cEnhancer–gene pairs. We performed *k*-means clustering of H3K27ac signals at the above cEnhancers for pairs that had a significant PLAC-seq interaction in one or more E12.5 tissues. These pairs were clustered into four main groups (K1–K4) with tissue-specific H3K27ac signals (Fig. 3e and Extended Data Fig. 8a). cEnhancers in clusters K1, K2 and K3 were marked with high H3K27ac signals in neural tissues, LM and CF tissues, and LV tissues, respectively, while cEnhancers in cluster K4 had low H3K27ac signals across all seven tissues but relatively high CTCF signals. Clusters K1 and K2 were subclustered into K1-a, K1-b, K1-c, K2-a, K2-b and K2-c on the basis of the overall H3K27ac signal strength (Fig. 3e). When examining the additional histone modifications at cEnhancers, we observed a high degree of correlation among H3K27ac, H3K9ac and H3K4me1, which had a negative correlation with repressive mark H3K27me3 (Supplementary Fig. 2a). Similar to H3K27ac, these additional histone marks displayed highly tissue-specific patterns and further support cEnhancers as putative functional regulatory elements.

To determine the degree of tissue specificity for long-range chromatin interactions at E12.5 cEnhancer–gene pairs, we plotted normalized contact frequencies (Fig. 3e). Tissue-specific contact strengths strongly correlated with cEnhancer H3K27ac signal (Fig. 3e and Supplementary Fig. 2a), demonstrating that enhancer activity correlates with the strength of long-range promoter-anchored chromatin interactions. Conversely, there was a strong negative correlation between cEnhancer H3K27me3 signal and contact strength (Fig. 3e and Supplementary Fig. 2b), suggesting that Polycomb-mediated repression may function to prevent aberrant enhancer–promoter contacts for proper tissue specification. Additionally, target genes regulated by E12.5 cEnhancers demonstrated tissue-specific expression and active histone marks at their promoter regions (Fig. 3e). Expression levels negatively correlated with H3K27me3 signal at promoter regions (Fig. 3e and Supplementary Fig. 2b), suggestive of pervasive Polycomb-mediated repression of tissue-specific gene expression by promoter silencing in addition to distal enhancer silencing. Taken together, this integrative analysis showcases the high degree of tissue-specific activity of enhancer–promoter pairs during mouse fetal development, indicating the potential regulatory function of such enhancer–promoter pairs as previously reported in human tissues^18,19^.

GO analysis of cEnhancer target genes from E12.5 clusters revealed high enrichment for tissue-specific developmental genes (Fig. 3f). For example, genes targeted by cEnhancers active in neural tissues (K1) had the highest enrichment for terms related to nervous system development (*P* = 1 × 10^−255^). Genes targeted by cluster K2 cEnhancers active in LM and CF were related to anatomical structure morphogenesis (*P* = 1 × 10^−196^), while genes targeted by LV-active cEnhancers functioned in the cellular macromolecule metabolic process (*P* = 1 × 10^−96^). These data demonstrate the high degree of tissue specificity of long-range enhancer–promoter interactions for tissue-determining gene expression during mouse fetal development. For example, *Neurod1*, which encodes a brain-specific TF involved in neuron differentiation, was selectively expressed in the nervous system and was assigned to distal cEnhancers only in FB, MB, HB and NT (Fig. 3g).

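Neurod1, on chromosome 2 with its TSS at 79456751 on the minus strand, had 8 interactions in FB, 8 in MB, 10 in HB and 7 in NT in the pooled calls at E12.5. LM had 2, CF 3 and LV 0. In the replicate libraries, no interaction was called in FB, LM, CF or LV at E12.5, whereas HB had 8 and 6, NT 3 and 3, and MB 2 and 1. The bin with the highest observed/expected ratio lay at lower coordinates in each of the 4 neural tissues, for example from 78950001 to 78960000 in NT, with 23 read pairs against 3.21 expected. The strongest call in CF joined the same bin (13 read pairs against 2.54 expected). In FB, 17 interactions were called at E13.5, 18 at E14.5, 24 at E15.5, 23 at E16.5 and 19 at P0. The assignment of interactions to cEnhancers was not analysed here, and an interaction counted here need not join a cEnhancer.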

To identify potential developmental regulators involved in establishing cEnhancers, we performed TF motif enrichment analysis for these cEnhancers. We found highly enriched TF motifs for each cluster and filtered the top enriched TFs for those with tissue expression patterns that matched with cEnhancer activity (Fig. 3h). This analysis produced a high-confidence list of TFs that likely activate tissue-specific developmental enhancers and many known developmental regulators were identified in the expected clusters. For example, K1 was enriched for RFX family, SOX family, POU3f3, NEUROD1 and ASCL1 TF motifs, all of which have been previously reported to have important roles in nervous system development^52–56^. FOXO1 and ATOH8, important for chondrogenic commitment of skeletal progenitor cells^57,58^, and MYOG and SIX1, important for skeletal muscle fiber differentiation^59^, were enriched at K2 cEnhancers active in LM and CF. LV-specific cEnhancers had enrichment for hepatocyte differentiation factors GATA4 and CEBPB (ref. ^60^). Lastly, we found that the CTCF motif had the highest enrichment for K4 cEnhancers, supporting the high CTCF binding detected by ChIP-seq at these cEnhancers (Fig. 3e). Our results implicate that several TFs to bind distal enhancers that physically interact with target promoters and activate tissue-specific gene expression.

### Dynamic enhancer–promoter interactions in developing FB

We also performed *k*-means clustering of the H3K27ac signal at the cEnhancers from cEnhancer–gene pairs with a significant PLAC-seq interaction present in the FB between E12.5 and P0 and produced five clusters (Extended Data Fig. 8a), with K1, K2 and K3 showing highly dynamic changes in active and repressive histone marks through developmental stages (Extended Data Fig. 8b). Interestingly, the chromatin interaction strengths were also dynamic across developmental stages in a pattern similar to H3K27ac. Consistent with E12.5 clusters (Fig. 3e), active histone marks at promoters correlated with those at interacting cEnhancers though with less overall dynamics (Supplementary Fig. 2c). We then integrated previously generated single-nucleus ATAC-seq data from the same fetal mouse FB samples^61^ to identify specific FB cell types contributing to the cEnhancer activity from these clusters (Extended Data Fig. 8b). Cluster K1 cEnhancers gained signal for active histone marks as development progressed, which appeared to be contributed mostly by eEX2 excitatory neurons. Excitatory neurons show low abundance at stage E12.5 but become more abundant as development progresses. In particular, eEX2 cells are the most abundant cell type at P0 (ref. ^61^), suggesting that eEX2 abundance contributes to these tissue-wide H3K27ac dynamics at K1 cEnhancers. Conversely, H3K27ac at K2 cEnhancers gradually decreased from E12.5 to P0, which reflects these sites having closed, inactive chromatin in eEX2 cells (Extended Data Fig. 8b). The integration of cell-type-specific open chromatin data demonstrates that FB enhancer dynamics during fetal development is correlated with changes in cellular composition.

We performed GO term analysis on genes from each FB cEnhancer–gene pair cluster. For clusters K1–K4, the most enriched term was nervous system development, while cluster K5, which had low H3K27ac signal and high CTCF binding at cEnhancers at all developmental stages, displayed GO enriched terms related to development without specific tissue designation (Extended Data Fig. 8c). An example of a gene with temporally dynamic enhancer–promoter interactions is *Neurod6*, which encodes a TF important for neuronal differentiation^62^. Expression of *Neurod6* is low at E12.5, where there are no assigned interacting cEnhancers, but becomes activated at E13.5, coinciding with the onset of several cEnhancer interactions at H3K27 acetylated distal sites (Extended Data Fig. 8d). These distal-interacting cEnhancers are marked with open chromatin in excitatory neurons, cells known for high *Neurod6* expression^63^. 

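Neurod6, on chromosome 6 with its TSS at 55681263 on the minus strand, had 3 interactions in FB at E12.5 in the pooled calls and none in either replicate library. At E13.5 it had 14, with 11 and 7 in the replicate libraries, and afterwards 14 at E14.5, 15 at E15.5, 20 at E16.5 and 13 at P0. The strongest call at E12.5, with the bin from 55950001 to 55960000, had 14 read pairs against 2.92 expected. At E13.5, the strongest joined the bin from 55920001 to 55930000, 240 kb away, with 45 read pairs against 6.72 expected. Outside FB, 3 interactions were called in HB and 0 in the other tissues. Whether these interactions join cEnhancers was not analysed here.

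**Figure D6:**
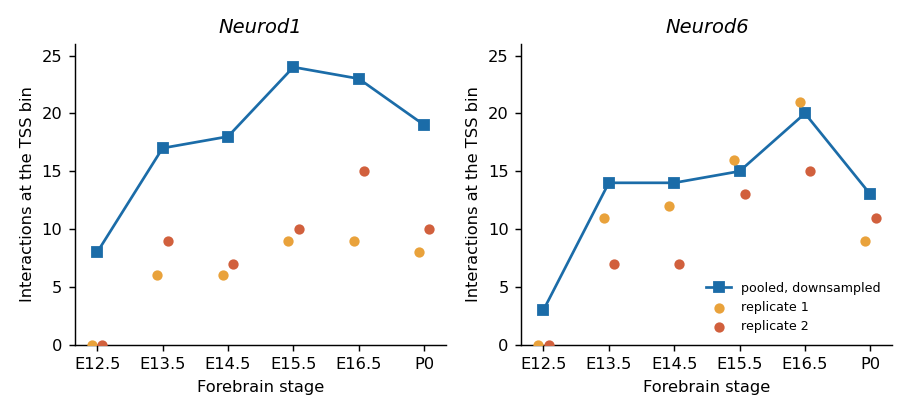
Number of interactions at the TSS bin of Neurod1 (left) and Neurod6 (right) in FB (y axis) by stage (x axis). Squares and the line are the pooled, downsampled calls, and circles are the 2 replicate libraries. Both genes have 0 interactions in the replicate libraries at E12.5, and their pooled numbers are highest at E15.5 for Neurod1 (24) and at E16.5 for Neurod6 (20).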

TF motifs enriched at cEnhancers with TF expression patterns that match cEnhancer activity implicated many known brain developmental regulators as activators for these enhancers (Extended Data Fig. 8e). Our results demonstrate that the extensive temporal dynamics of enhancer–promoter interactions regulate the precision of stage-specific gene expression during mouse fetal brain development.

### Enhancer–promoter interactions facilitate interpretation of noncoding risk variants in the human genome

Genome-wide association studies (GWASs) have identified hundreds of thousands of common genetic variants linked to various traits and diseases. However, most GWAS variants reside in noncoding regions and it is still very challenging to interpret their functions^64^. To address this challenge, we used our list of cEnhancer–gene pairs in the mouse genome to predict gene targets for human enhancers harboring noncoding GWAS variants. We identified 12,929 human orthologous regions corresponding to the 15,098 mouse cEnhancers (Supplementary Table 5), of which 68% overlapped with human cCREs in the ENCODE registry (https://screen.encodeproject.org). To verify the reliability of such cross-species comparison, we further compared our cEnhancers and cEnhancer–gene ortholog pairs with two sets of previously reported developmental cCREs and cCRE–gene pairs identified from human fetal brains and found high overlap^21,65^ (Extended Data Fig. 9a,b), suggesting that the mouse fetal enhancers may provide valuable information to help interpret the GWAS variants.

Using these human orthologous regions, we performed linkage disequilibrium score (LDSC) regression on a panel of 65 GWAS phenotypes. Clusters of E12.5 active cEnhancers (Fig. 3e) were enriched for GWAS variants associated with specific phenotypes (Fig. 4a). In most cases, enrichments displayed tissue specificity that matched with tissues expected to contribute to the associated phenotype, indicating the potential of our annotated mouse enhancer–gene pairs for understanding mechanisms related to disease caused by noncoding genetic variants (Fig. 4a). For example, neural-active K1 cEnhancers were found enriched for noncoding variants associated with neurological disorders, K2 enhancers active in LM and CF were enriched for noncoding variants associated with physical size and K3 enhancers active in LV had the highest enrichment for noncoding variants associated with metabolic diseases.

**Fig. 4:**
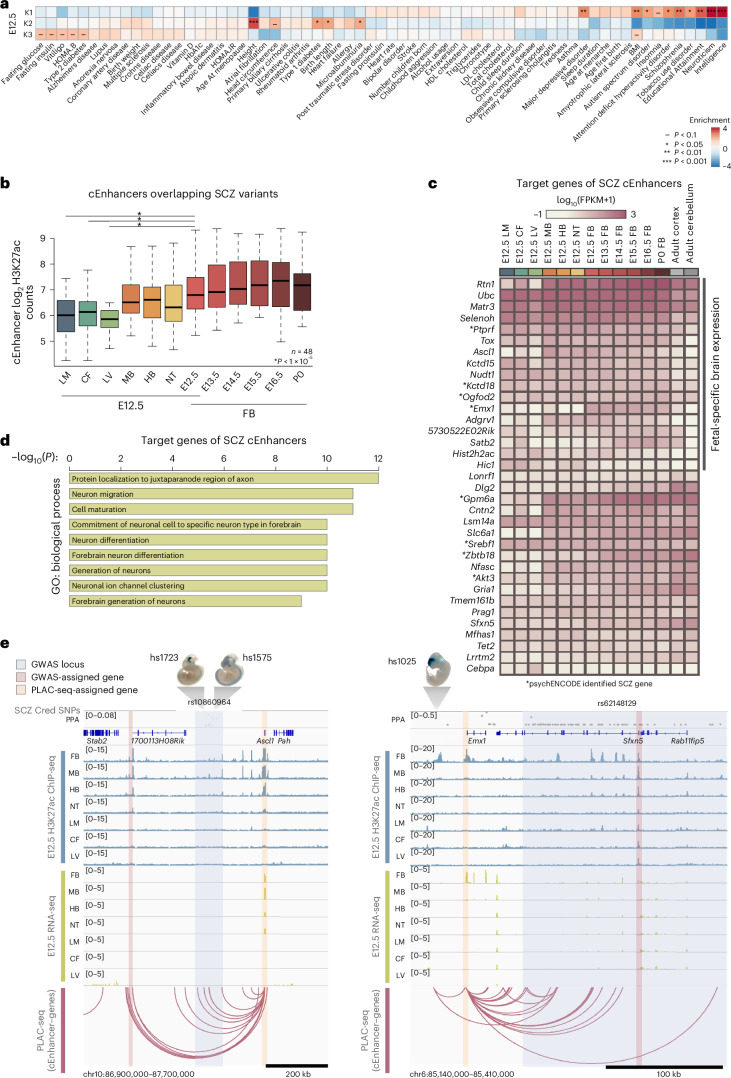
Chromatin interactions facilitate interpretation of noncoding disease risk variations in the human genome. **a**, LDSC regression analysis to identify GWAS enrichments at cEnhancers from E12.5 clusters shown in Fig. 3e. **b**, Box plots showing distribution of H3K27ac counts at cEnhancers overlapping SCZ credible set SNPs. Two-tailed paired *t*-test between E12.5 FB and non-neural tissues. Central bar, median; lower and upper box limits, 25th and 75th percentiles, respectively; whiskers, minimum and maximum value within the range of (first quartile − 1.5 × (third quartile − first quartile)) to (third quartile + 1.5 × (third quartile − first quartile)). **c**, Heat map of gene expression for genes identified as interacting with cEnhancers overlapping SCZ credible set SNPs (*n* = 35); psychENCODE SCZ genes were marked by asterisk^51^. Adult mouse cortex and cerebellum RNA-seq data obtained from ENCODE. **d**, GO analysis showing top enriched biological process terms of genes interacting with cEnhancers harboring SCZ credible set SNPs. **e**, SCZ example genes, *Ascl1* and *Emx1*, interacting with loci harboring SCZ candidate SNPs. Tracks display H3K27ac, gene expression and all identified nearby cEnhancer–gene interactions. Loci are labeled with SNPs rs10860964 and rs62148129. Select images of mouse embryos displaying positive VISTA enhancer activity in the displayed genomic regions were obtained from VISTA database. All cEnhancer–gene pairs with a PLAC-seq interaction in any tissue or stage tested present in these genomic regions are marked by arcs.

Schizophrenia (SCZ) is a neurological condition in adulthood that is associated with many genetic variants; however, the disease etiology remains poorly understood^66^. To predict putative target genes of SCZ-associated noncoding variants, we focused on a 99% credible set of 20,373 SCZ single-nucleotide polymorphisms (SNPs)^67^ (obtained from https://pgc.unc.edu/) concentrated at 266 genomic loci. 

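Supplementary Table 6 lists 55 pairs of a mouse cEnhancer and a target gene, from 48 cEnhancers and 35 genes. A pair counts as joined in a tissue-stage when an interaction of the pooled calls links a bin overlapping the cEnhancer to a TSS bin of the gene. Joined pairs were more frequent in the neural tissues at E12.5, with 19 in FB, 17 in MB, 15 in HB and 21 in NT, than in LM (3), CF (8) and LV (1). The means were 18 ± 2.58 (SD, n = 4 tissues) and 4 ± 3.61 (SD, n = 3), and the difference passed an exact permutation test over 35 splits (p = 0.0286, the smallest p these allow). In FB, 20 pairs were joined at E13.5, 28 at E14.5, 29 at E15.5, 31 at E16.5 and 31 at P0. Of the 55 pairs, 27 were joined in a neural and in no non-neural tissue at E12.5, and the pair of Cebpa, a TF of liver and myeloid cells, was joined at E12.5 in LV only, and later in FB at E14.5 and P0. The 2 pairs of Gpm6a were joined from E14.5 onwards in FB. A pair of Nfasc and the pair of Selenoh were joined in none of the 12. The study chose these pairs from the same interactions, so their number in neural tissues is not independent evidence. In the comparison of late with early FB, 10 of 30 measured target genes were higher, among them Gpm6a (2.68) and Gria1 (2.56), and 1 was lower (11 and 1 when adjusted over the list alone, adjusted p = 0.0504 with an estimated correlation), and this list too is not independent evidence.

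**Figure D7:**
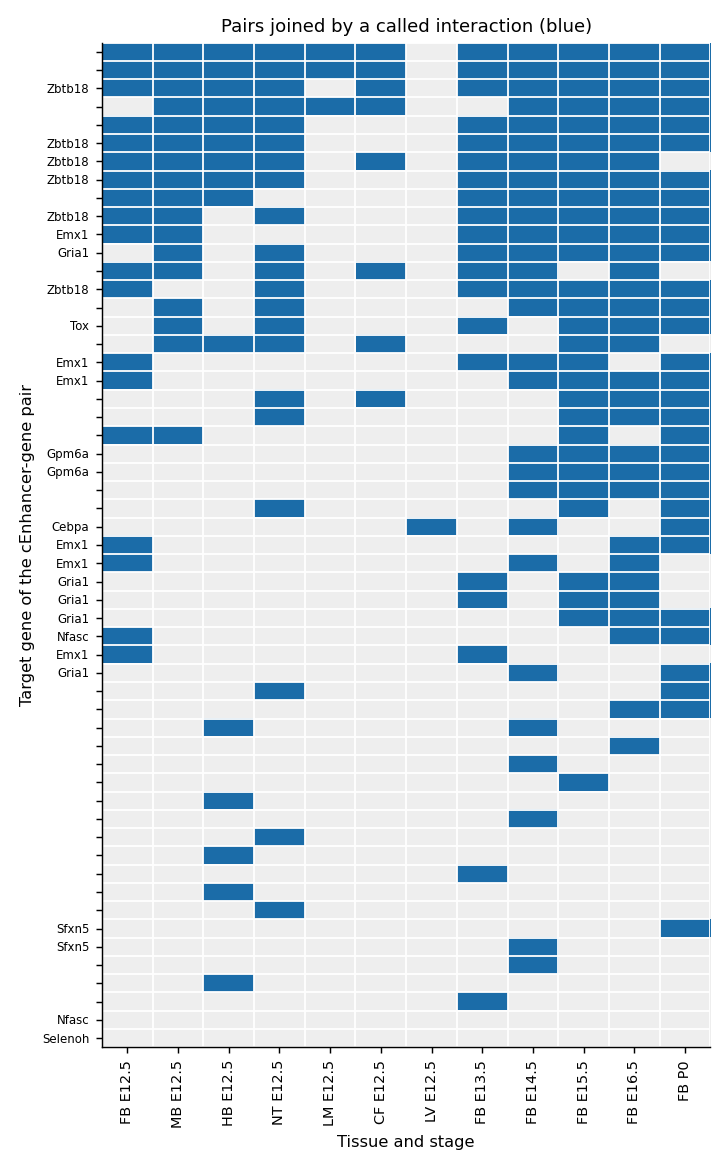
The 55 pairs of cEnhancer and target gene (y axis, with the names of genes given in the text) in the 12 tissue-stages (x axis), where blue marks a pair joined by an interaction of the pooled calls. Pairs are ordered by the number of tissue-stages in which they were joined; FB at E16.5 and at P0 have 31 joined pairs each, and LV has 1.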

We identified 48 human orthologous cEnhancers containing SCZ-associated SNPs that target 35 genes (Fig. 4b,c and Supplementary Table 6). The mouse enhancers had high H3K27ac signal in neural tissues (Fig. 4b) and their predicted target genes displayed high levels of gene expression (Fig. 4c). 

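Among the TFs of the list, Zbtb18 had 6 pairs, each joined in at least 2 of the 4 neural tissues at E12.5 and in at least 5 of the 6 FB stages, and 2 of them also in CF. The pair of Zbtb18 with the cEnhancer from 177014346 to 177015366 on chromosome 1 was joined in all 4 neural tissues and in no other tissue at E12.5. Emx1 had 6 pairs, all joined in FB at E12.5, and 1 of them also in MB. The single pair of Tox, with the cEnhancer from 7567394 to 7568434 on chromosome 4, was joined in MB, NT and 4 FB stages. The interactions come from the pooled calls on mm10.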

The predicted target genes were highly enriched for GO terms related to neuronal differentiation (Fig. 4d) and included TFs, such as ASCL1, EMX1, TOX, and ZBTB18, known to regulate neuronal developmental (Fig. 4c). However, genes closest to these 48 mouse cEnhancers lacked brain-specific GO term enrichment (Extended Data Fig. 9c). Interestingly, 17 of the predicted target genes were expressed in fetal mouse brain but became repressed in adult brain (Fig. 4c), suggesting that aberrant gene expression during fetal brain development may contribute to SCZ, a disease with onset most common in early adulthood. Furthermore, many of our predicted target genes were not identified in studies using nonfetal human data^68^, demonstrating that fetal mouse enhancer–promoter interactions add additional insights into understanding molecular mechanisms contributing to SCZ.

For example, *Ascl1*, a regulator of neuroblast differentiation, forms long-range chromatin interactions in fetal mouse FB with cEnhancers, the human orthologous loci of which harbor SCZ SNPs. By proximity in genomic distances, the SCZ risk variants are assigned to the nearest and uncharacterized gene *C12orf42*; however, chromatin interaction data from the mouse FB revealed that the enhancers harboring these risk variants likely regulate *Ascl1* (Fig. 4e). Two VISTA elements confirm that this locus exhibits brain-specific and NT-specific enhancer activity during fetal development (Fig. 4e). Because of its fetal-specific enhancers and gene expression in brain (Extended Data Fig. 9d), *Ascl1* was not identified previously as a candidate SCZ causal gene^68^. The two recent studies using human fetal brains did not identify any target genes for this group of SCZ risk variants either, probably because the fetal samples were only available for limited time points^21,65^ (Extended Data Fig. 10a). Studies have consistently found abnormalities in thalamocortical axonal connectivity in SCZ patients^69^ and the thalamocortical network is critical for relaying sensory information from the periphery to the neocortex. Supporting the assignment of *Ascl1* as a target gene of the SCZ risk variants, *Ascl1*-null mice exhibited defects in thalamocortical axonal connectivity^70^. Such abnormalities in thalamocortical axonal connectivity are consistently found in SCZ patients and have been postulated to contribute to hallucination events^71^. Additionally, *Emx1*, a regulator of neuronal commitment, had high expression in fetal FB but was repressed in adult brain (Fig. 4c and Extended Data Fig. 9d). 

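Emx1, a homeobox TF of the developing cortex on chromosome 6 with TSSs from 85187438 to 85193519 on the plus strand, had more interactions in FB than in the other tissues at E12.5 in the pooled calls. They hold 18 in FB, against 5 in MB, 2 in HB, 4 in NT, 5 in CF and 0 in LM and LV. The replicate libraries lie closer, with 6 and 3 in FB, 3 and 3 in MB, 2 and 0 in HB, 1 and 2 in NT and 0 in the others. In FB, 13 were called at E13.5 and 26, the largest number, at E16.5. Its strongest call in FB at E12.5 joined the bin from 85380001 to 85390000, 200 kb away, with 50 read pairs against 13.8 expected.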

We identified *Emx1* promoter interacted with several cEnhancers marked with FB-specific H3K27ac including VISTA element hs1025, which displayed fetal enhancer activity exclusively in the FB (Fig. 4e). 

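The cEnhancer from 85237397 to 85238538 on chromosome 6 was joined to Emx1 in all 6 FB stages and in MB, and to Sfxn5 in FB at P0 only. The cEnhancer from 85264846 to 85265876 was joined to Emx1 in 3 FB stages and to Sfxn5 in 1, E14.5. No pair of Sfxn5 was joined in a tissue at E12.5. The paper proposes Emx1 as a target of schizophrenia risk variants that proximity assigns to Sfxn5. It draws on the interactions, on H3K27ac specific to FB, on a VISTA element and on studies of human fetal samples. Its list of target genes also holds Sfxn5.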

The human orthologous sequences of the *Emx1*-interacting cEnhancers harbor SCZ risk SNPs; however, by proximity, these risk variants are assigned to a different gene, *Sfxn5* (Fig. 4e), which encodes a widely expressed mitochondrial tricarboxylate carrier^72^. The pairing between *Emx1* gene and the region harboring SCZ risk SNPs is also supported by two recent studies with human fetal samples^21,65^ (Extended Data Fig. 10b). These examples showcase the value of our catalog of developmental enhancer–gene pair predictions for a molecular understanding of how genetic variation contributes to complex human disease.

## Discussion

In this study, we comprehensively profiled the promoter-centered chromatin interactomes in 12 mouse fetal tissues using H3K4me3 PLAC-seq and identified a total of 248,620 long-range chromatin interactions. In accordance with previous reports, the long-range interactions exhibited both tissue-to-tissue variability and developmental dynamics, while the promoter-interacting regions were enriched for tissue-specific open chromatins and enhancer marks. Integrating this dataset with CTCF ChIP-seq data also revealed a prevalent involvement of CTCF in facilitating promoter–enhancer contacts in various fetal tissues.

Annotating target genes of cEnhancers is a major challenge confronting geneticists today. First, accurately defining functional enhancers from epigenomic datasets alone is nontrivial; our previous study found that only ~30–60% of putative enhancers with known enhancer marks (such as H3K27ac signal) drive reporter genes in corresponding tissues in vivo in transgenic assays^8^. Second, deletion of an individual enhancer often does not notably alter the expression level of its target gene assigned by physical contacts, probably because the deleted enhancer is redundant or the detected enhancer–promoter contact is too weak or simply a false positive signal. To improve the accuracy in predicting functional enhancer–promoter pairs, we took advantage of the rich datasets from 12 mouse fetal tissues and integrated 3D chromatin interaction datasets with epigenomic and transcriptomic datasets for such prediction. We assumed that the functional enhancer–promoter pairs not only show significantly enriched physical contacts from our PLAC-seq data but also have positive correlation on their epigenomic signals and gene expression across different tissue and cell types. As a result, we found a total of 16,802 cEnhancer–gene pairs and further leveraged these pairs to assign noncoding genetic variants associated with various human diseases and traits. Specifically, the analysis on SCZ-associated noncoding variants revealed potential SCZ-associated genes that were exclusively expressed in fetal mouse brain but not identified in previous studies using nonfetal human data. Such analysis showcases the value of using mouse fetal omic data to reveal novel insights into human disease etiology.

Despite the comprehensive datasets included in this study, there are still a few important limitations. Firstly, the prediction of cEnhancer–gene pairs solely relied on the omics data; however, functional validations, such as the deletion of cEnhancers in relevant cell types or tissues followed by gene expression profiling, are necessary to experimentally validate their contribution to the target gene expression. Secondly, all the tissues used in this study were heterogeneous. Epigenome and 3D genome information at single-cell resolution is critical to further delineate the specific cell types contributing to the changes in cEnhancer activity and long-range interactions. For example, the activity changes on different groups of cEnhancers in the FB is likely to be caused by the cell composition changes during development according to the single-nucleus ATAC-seq data^61^ (Extended Data Fig. 8b). Lastly, not all the fetal tissues studied in ENCODE Phase III were included in this study because of an exhaustion of tissue samples. Nevertheless, we believe that the findings presented here demonstrate the potential of integrating multiomics datasets to discover new mechanistic insights into gene regulation. Such insights gained from early mouse fetal tissues may also be extrapolated to infer gene-regulatory networks influencing human development and disease.

## Methods

This study was performed in compliance with all relevant ethical regulations. All animal work was reviewed and approved by the Lawrence Berkeley National Laboratory Animal Welfare and Research Committee.

### Tissue collection

Tissue collection was performed from female C57BL/6N *Mus musculus*. All mouse fetal tissues used in this study were collected for the third phase of ENCODE^8^ and the step-by-step protocol can be found on the ENCODE project website (https://www.encodeproject.org/documents/631aa21c-8e48-467e-8cac-d40c875b3913/@@download/attachment/StandardTissueExcisionProtocol_02132017.pdf).

### Tissue fixation

First, 30–50 mg of tissues were crosslinked with 1% formaldehyde (v/v) in 1× PBS buffer with 0.1 M NaCl, 1 mM EDTA, 0.5 mM EGTA and 50 mM HEPES (pH 8.0) at room temperature for 15 min with slow rotation. The fixation was quenched by 0.125 M glycine with slow rotation at room temperature for 5 min. Fixed tissues were washed with ice-cold PBS, snap-frozen in liquid nitrogen and stored at −80 °C.

### H3K4me3 PLAC-seq data generation

First, 30–50 mg of frozen tissues were thawed on ice and then resuspended in 1 ml of lysis buffer (10 mM Tris-HCl pH 8.0, 5 mM CaCl_2_, 3 mM magnesium acetate, 2 mM EDTA, 0.5 mM EGTA, 1 mM DTT and 0.1 mM PMSF with proteinase inhibitor). Tissue dissociation was performed using the gentleMACS dissociator with program ‘Protein-M-tube-1.0’. After dissociation, the sample was filtered with a 40-µm cell strainer to remove large particles and additional lysis buffer with 0.4% Triton X-100 was added at an equal volume to make the final concentration of Triton X-100 0.2%. The nuclei were centrifuged at 1,000*g* for 6 min at 4 °C. The supernatant was discarded and 3 ml of sucrose buffer (1 M sucrose, 10 mM Tris-HCl pH 8.0 and 3 mM magnesium acetate with proteinase inhibitor) was carefully added from the side of the tube. The nuclei were centrifuged at 2,500*g* for 6 min at 4 °C and the supernatant was discarded. The nuclei were, thus, ready for the PLAC-seq experiment. PLAC-seq libraries were prepared as described in a previous study^17^ with minor modifications; the detailed protocol is available through the 4DN portal (https://data.4dnucleome.org/protocols/4ba366ad-b261-4545-baa0-89776c3ab699/).

### CTCF ChIP-seq data generation

First, ~30 mg of fixed tissues were thawed on ice and the nucleus preparation was performed using truChIP chromatin shearing kit (Covaris) following the manufacturer’s instructions. The lysed nuclei were sheared using Covaris M220 with the following settings: power, 75 W; duty factor, 8%; cycles per burst, 200; time, 12 min; temperature, 7 °C. The sheared chromatins were cleared by centrifugation at 15,000*g* for 12 min. The supernatant was collected and incubated with M-280 sheep anti-rabbit magnetic beads (Thermo Fisher, 11203D) for 3 h at 4 °C with slow rotation for preclearing. Then, ~5% of precleared cell lysate was saved as input control after the incubation. The remaining precleared lysate was mixed with M-280 sheep anti-rabbit magnetic beads that coupled with 0.9 μg (1:100 dilution) of anti-CTCF antibody (3418, lot 3, Cell Signaling) and rotated at 4 °C for 16 h. On the next day, the beads were collected using a magnetic stand and the supernatant was discarded. The beads were then washed with RIPA buffer (10 mM Tris pH 8.0, 140 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% SDS and 0.1% sodium deoxycholate) three times, high-salt RIPA buffer (10 mM Tris pH 8.0, 300 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% SDS and 0.1% sodium deoxycholate) twice, LiCl buffer (10 mM Tris pH 8.0, 250 mM LiCl, 1 mM EDTA, 0.5% IGEPAL CA-630 and 0.1% sodium deoxycholate) once and TE buffer (10 mM Tris pH 8.0 and 0.1 mM EDTA) twice. Washed beads were treated with 10 μg of RNase A in extraction buffer (10 mM Tris pH 8.0, 350 mM NaCl, 0.1 mM EDTA and 1% SDS) for 1 h at 37 °C, followed by reverse crosslinking in the presence of 20 μg of proteinase K (Thermo Fisher, 25530049) overnight at 65 °C. After reverse crosslinking, the DNA was purified and quantified. The input control DNA was reverse-crosslinked and purified in the same way as ChIPed DNA as described above. Library preparation was performed using a QIAseq ultralow input library kit (Qiagen) starting from 10–100 ng of ChIPed DNA or input DNA. After PCR, the amplified libraries were purified with solid-phase reversible immobilization beads to extract fragments between 200 and 600 bp for sequencing.

### CTCF ChIP-seq data processing and peak calling

The FASTQ files of CTCF ChIP-seq data were mapped to mouse genome (mm10) and processed using the ENCODE uniform processing pipeline for ChIP-seq data (https://github.com/ENCODE-DCC/chip-seq-pipeline2) with default parameters.

Peaks were called using MACS2 (ref. ^73^) with regular peak calling at a *P* threshold of 0.01. Such relaxed peak sets were generated for each biological and technical replicate, as well as for the pooled replicates. Peaks from the pooled replicate set were defined as the replicated peak set if they overlapped (at least 1 bp) with the peaks from both biological and technical replicates. FIMO^74^ with default parameters was used to search for all CTCF motifs (MA0139.1 from the JASPAR^75^ database) within the replicated peaks called from CTCF ChIP-seq data. For the sake of conservation, only replicated peaks with motifs inside were considered for furthering analysis. Filtered CTCF peaks were further annotated to promoter, exon, intron, 5′ untranslated region (UTR), 3′ UTR and distal intergenic regions by R peakAnno pacakge using the TxDb.Mmusculus.UCSC.mm10.knownGene database.

### H3K4me3 PLAC-seq data processing and interaction calling

We applied the MAPS pipeline (https://github.com/HuMingLab/MAPS) to analyze H3K4me3 PLAC-seq data, as described in our previous study^25^. Briefly, we first mapped the raw FASTQ files to the reference genome mm10 and only kept the uniquely mapped reads. We then selected valid read pairs after removing PCR duplicates. The deduped, valid read pairs were used to generate the raw contact matrix (without normalization) in the .hic format using Juicer^76^ for visualization.

We then partitioned the genome into 10-kb bins and counted the number of paired-end reads in each 10-kb bin pair. Next, we defined the ‘AND’, ‘XOR’ and ‘NOT‘ sets as 10-kb bin pairs where both two ends, only one end and neither end contained replicated H3K4me3 ChIP-seq peaks (replicated peaks from ENCODE (https://www.encodeproject.org); Supplementary Table 7) from the corresponding tissue, respectively. We only kept the bin pairs in AND and XOR sets with ≥1 count for the downstream analysis of interaction calling. We assumed that the counts in the AND and XOR sets followed a positive Poisson distribution and fitted a positive Poisson regression to adjust for systematic biases from effective fragment size, G+C content, mappability, ChIP enrichment level (measured by the number of short-range (<1 kb) reads within each 10-kb bin) and one-dimensional (1D) genomic distance. Next, we defined the normalized contact frequency as the ratio between the observed contact frequency and the expected contact frequency obtained from the positive Poisson regression. Finally, we identified long-range significant chromatin interactions at 10-kb resolution in autosomal chromosomes within a 1D genomic distance range of 20 kb–1 Mb, such that these 10-kb bin pairs satisfied FDR < 1% and normalized contact frequency ≥ 2. The significant interactions in the AND set were referred to as P2P interactions while those in the XOR set were referred to as P2N interactions.

### Quality control of PLAC-seq data

The ‘feather’ part of MAPS is a preprocessing pipeline tailored to PLAC-seq and HiChIP data and it outputs a .feather.qc file that contains metrics to evaluate the quality of PLAC-seq library. Among these metrics, the most important ones are ‘trans_ratio’, ‘long_cis_ratio’ and ‘FRiP’ (fraction of reads in peaks) values. We required all replicates in our study to satisfy the following requirements.

1. trans_ratio < 40%: trans_ratio is calculated as the number of interchromosomal read pairs in the final BAM file divided by the number of uniquely mapped read pairs that were kept after PCR duplication removal.
2. long_cis_ratio > 50% : long_cis_ratio is calculated as the number of long-range (defined by the input argument to feather, default >1,000 bp) intrachromosomal read pairs in the final BAM file after removing alternative and mitochondrial DNA (mtDNA) chromosomes (if any), divided by the number of all intrachromosomal read pairs in the final BAM file after removing alternative and mtDNA chromosomes (if any).
3. FRiP > 7.5%: FRiP is calculated as the number of ‘valid’ short-range reads (the two ends of reads coming from two different strands, intrachromosomal, ≤1,000 bp) in the final BAM file after removing alternative and mtDNA chromosomes (if any) reads that overlap with the reproducible H3K4me3 ChIP-seq peaks in the same tissue, divided by the total number of valid short-range reads.

### Merging and downsampling of H3K4me3 PLAC-seq data from the two biological replicates

The PLAC-seq data from the two biological replicates were combined by summing up the read counts in 10-kb bin pairs in the AND and XOR sets. To account for the variable sequencing depths, we further downsampled the above-combined data. Specifically, for each of 19 autosomal chromosomes, we counted the total number of paired-end reads in the AND and XOR sets across 12 tissues. We identified the tissue with the minimal number of reads and randomly downsampled the paired-end reads in the AND and XOR sets in the remaining 11 tissues to match that minimal number. After such a downsampling procedure, we ensured that, for each chromosome, the total number of paired-end reads in the AND and XOR sets are the same across 12 tissues. MAPS was applied to the combined, downsampled data of each tissue as described above to identify long-range interactions.

### Normalized contact frequency calculation and interaction calling using union H3K4me3 peaks list

Because only the AND and XOR sets were taken into consideration in MAPS, a bin pair identified as a significant interaction from one tissue might not be testable in another tissue. Thus, for valid comparison across 12 tissues, we redefined the AND and XOR sets of 10-kb bin pairs in each tissue by taking the union of H3K4me3 ChIP-seq peaks from all 12 tissues and recalculated the normalized contact frequency and long-range interactions as described above.

In this paper, for comparison analysis across tissues (Fig. 2 and Extended Data Figs. 4–6), we used the normalized contact frequency and MAPS interaction identified using the union H3K4me3 ChIP-seq peak list. Otherwise, we used replicated H3K4me3 ChIP-seq peaks from the corresponding tissue for MAPS.

### Enrichment analysis of open chromatins, histone marks and CTCF-binding sites in promoter-interacting regions

For P2N interactions, we defined the 10-kb bins that did not contain H3K4me3 peaks as promoter-interacting regions and asked whether they were enriched for open chromatins, specific histone modifications or CTCF-binding sites compared to a distance-matched control (the 10-kb bin equidistant from but on the other side of H3K4me3-containing bins). Enrichment score was defined as the fold change of the proportion of promoter-interacting regions and the control regions overlapping the midpoint of the replicated ATAC-seq, histone ChIP-seq or CTCF ChIP-seq peaks from the same tissues. The replicated peaks of each histone modification and the replicated ATAC-seq peaks of each tissue were downloaded from the ENCODE data portal (https://www.encodeproject.org/) and the identifiers are summarized in Supplementary Table 7.

### Enrichment analysis of chromatin states on promoter-interacting regions

The ChromHMM annotation files of all samples used in this study were downloaded from ENCODE (http://enhancer.sdsc.edu/enhancer_export/ENCODE/chromHMM/replicated/)^8^. The promoter-interacting regions and the control regions, which were defined above, were overlapped with the reproducible autosomal chromHMM state calls from the same tissue. The enrichment score (fold change) of a given state *S* in a particular tissue was calculated as the number of base pairs of the promoter-interacting regions that overlap state *S*, divided by the number of base pairs of the control regions that overlap state *S*.

### CTCF motif orientation analysis

Orientation of the motifs inside replicated CTCF peaks was annotated by FIMO^74^ with default parameters. If more than one CTCF motifs were found in one peak region, we only kept that with the highest FIMO score. Therefore, for each single CTCF peak, a definite and unique CTCF-binding direction could be defined on the basis of the strand of the motif (forward for those containing motifs on the positive strand and reverse for those containing motifs on the negative strand). However, when locating these CTCF peaks onto the pairs of the anchors (10-kb ends) identified by MAPS interactions, one single anchor may contain multiple CTCF peaks with opposite motif orientations. We only considered the CTCF-binding direction on an anchor as forward or reverse when it contained a single CTCF peak or multiple CTCF peaks in the same orientation. Otherwise, we referred to the anchors as bound by CTCF in dual orientations (Fig. 1i and Extended Data Fig. 3j). For CTCF convergency enrichment analysis (Extended Data Fig. 3e,f), we only considered a subset of MAPS-identified interactions with both ends containing either a single CTCF motif or multiple CTCF motifs in the same direction.

### Identification of interacting cCRE–gene and cEnhancer–gene pairs

PLAC-seq interactions between promoter-distal elements and active transcription start sites (TSSs) (XOR set from the MAPS software) were used to determine all cCRE–gene interactions. BEDTools intersect (https://bedtools.readthedocs.io/en/latest/) was used to determine all chromatin-accessible peaks from the d-TAC catalog^8^ overlapping a 10-kb nonanchor bin (cCREs). cCREs were assigned to protein-coding genes with an H3K4me3-marked TSS (Gencode vM4) in the 10-kb anchor bin for each interaction. This generated a catalog of 91,451 interacting cCRE–gene pairs. All integrated data were from the same tissue type and at the same developmental stage. To determine cEnhancers, these pairs were filtered for having cCRE H3K27ac signal that correlated with interacting gene expression. HTSeq software (https://htseq.readthedocs.io/en/master/) was used to calculate all H3K27ac counts within a 2-kb window from the center of each interacting cCRE for each tissue and developmental stage. H3K27ac counts were normalized for total counts and values were quantile-normalized. SCCs for normalized H3K27ac counts at cCREs with the interacting gene’s FPKM (fragments per kilobase of transcript per million mapped reads) value^24^ for each interacting cCRE–gene pair were calculated. Biological replicate datasets for each sample were kept separate unless H3K27ac ChIP-seq and mRNA-seq were generated from different samples, in which case duplicates were combined and averaged. This resulted in 22 data points for SCC calculation (Supplementary Table 3). Those with a positive SCC and FDR < 0.05 were included in the list of cEnhancer–gene pairs. FDR values were calculated from *P* values using the Benjamini–Hochberg procedure.

### Comparison of the closest promoter cCRE assignment with interacting cCRE promoter pairs

Correlations between H3K27ac at cCREs and the expression of the assigned target gene were compared between interacting cCRE–gene pairs (*n* = 91,451, described above) and cCRE–closest promoter pairs (*n* = 115,711). For cCRE–closest promoter pairs, only cCREs that were between 20 kb and 1 Mb from the nearest promoter were considered to match the distances between interacting cCREs and target genes. Gencode vM4 (GRCm38.p3) was used for protein-coding TSS coordinates. SCCs were calculated for each group and plotted as a function of the distance between cCREs and TSSs. For genes with alternative TSSs, the distance to the TSS with the highest H3K27ac signal was considered. A spline fit was illustrated using R (smooth.spline function, degrees of freedom = 2). A two-sample *t*-test, two-sided for each 200-kb interval, was performed.

### Clustering analysis of cEnhancer–gene pairs by tissue-specific and stage-specific H3K27ac

Two groups of cEnhancer–gene pairs were created: (1) pairs with an MAPS-called interaction at E12.5 in one or more tissue type (*n* = 9,370) and (2) pairs with an MAPS-called interaction in one or more stages of developing FB (*n* = 11,893). The *k*-means clustering was performed on log_2_-normalized H3K27ac read counts within 2 kb of the center of the ATAC peak of cEnhancers. We chose to use four main clusters for E12.5 (Fig. 3e) and five main clusters for FB (Extended Data Fig. 8b) cEnhancer–gene pairs because adding additional clusters did not reveal new patterns of cEnhancer or gene activity between samples. Subclustering was performed for clusters that had high dynamic ranges for signal intensities. Heat maps were generated using Java TreeView software. Additional sample-specific chromatin features were included. For ChIP-seq data, counts were considered within 2 kb of the ATAC peak center for cEnhancers and 2 kb of the TSS of target genes. Values were quantile-normalized and log_2_-transformed.

### Enhancer validation using VISTA elements and sequence conservation

Validation rates for all cCREs, interacting cCREs, predicted enhancers from Gorkin et al.^8^ and cEnhancers were calculated by determining their ratio of overlapping positive to overlapping negative VISTA elements for in vivo enhancer activity in any tissue. The numbers of referenced VISTA elements were 1,618 positive and 1,481 negative, which were converted from mm9 to mm10 coordinates using the UCSC LiftOver tool (https://genome.ucsc.edu/cgi-bin/hgLiftOver) with default settings. Genes assigned to positive VISTA enhancers were determined for each E12.5 tissue assayed by PLAC-seq. Expression distribution and GO analyses were performed on genes that interacted with a VISTA enhancer element that had positive in vivo activity in the same tissue where a PLAC-seq interaction was observed. Sequence conservation for each element was scored by taking the average phastCons score for each base pair. The phastConsElements60way and phastConsElements60wayPlacental conserved elements were downloaded from the UCSC genome browser. Shuffled control regions were generated using BEDTools shuffle with the coordinates of all cCREs as input. H3K27ac-matched regions for cEnhancers were selected from the set of all cCREs after excluding cEnhancers. The distributions of log_2_-normalized H3K27ac read counts within 2 kb of the center of the ATAC peak were divided into 100 equal-frequency bins for all cCREs. The number of cEnhancers from each bin was counted and the same number of randomly selected non-cEnhancer cCREs were selected from the corresponding bin.

### GO and TF motif enrichment analysis

GO analysis was performed on gene lists using the HOMER findGO.pl function with default parameters. The top enriched GO biological process terms were reported. TF motif enrichment was performed using the HOMER findMotifsGenome.pl function ±200 bp from the cCRE center. Top enriched de novo and known TF motifs were reported for TF gene expression patterns that correlated with TF motif enrichment across tissues.

### GWAS enrichment of cEnhancers and SCZ SNP fine mapping

ATAC peak regions of E12.5 interacting cEnhancers were converted from mm10 to hg19 coordinates using liftover with setting ‘-minMatch 0.5’. Regions that did not map back to their original mm10 coordinates were discarded. Using summary statistics for a panel of traits and diseases^77^, we performed LDSC regression on cEnhancers from E12.5 clusters K1, K2 and K3 with all cEnhancers as a local background control set. SCZ 99% credible set SNPs^67^ were leveraged to find cEnhancers overlapping with candidate causal genetic variants.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41594-024-01431-2.

## Supplementary information

Supplementary Information Supplementary Figs. 1 and 2 and Methods.

Reporting Summary

Supplementary Tables 1–7 Supplementary Tables 1–7.

Supplementary Data 1 The list of MAPS interactions using the union H3K4me3 ChIP-seq peaks from all 12 tissues, related to Fig. 2 and Extended Data Figs. 4–6.

## Source data

Source Data Fig. 2 Source data for the heat map.

Source Data Extended Data Fig. 6 Source data for the heat map.

## Data Availability

The H3K4me3 PLAC-seq and CTCF ChIP-seq datasets generated in this study were deposited to the Gene Expression Omnibus with accession number GSE200114. The H3K4me3 PLAC-seq datasets are also available from the 4DN data portal with accession codes 4DNESG7Q6HPT, 4DNES8IEZPCJ, 4DNES8DEXNEY, 4DNESS2HA1AN, 4DNES2VIMAYW, 4DNESA85FV7T, 4DNESTLK5GLR, 4DNESBUE56SA, 4DNESV96LIGH, 4DNESO2R26BF, 4DNESR5QMPXM and 4DNESGAQJIF8. The processed files of ChIP-seq, RNA-seq and ATAC-seq data for the mouse embryonic tissues were downloaded from the ENCODE portal (https://www.encodeproject.org/; identifiers in Supplementary Table 7). The Gencode vM4 annotation was downloaded from ENCODE (https://www.encodeproject.org/data-standards/reference-sequences/). The mouse E10.5–E13.5 LM and MB Capture-C datasets were downloaded from the Gene Expression Omnibus under accession number GSE84795. Source data are provided with this paper.

# Supplementary material for: Integrative analysis of the 3D genome and epigenome in mouse embryonic tissues
**Source:** Nat Struct Mol Biol. 2024 Dec 16;32(3):479–90. doi: 10.1038/s41594-024-01431-2
**Supplement:** Supplementary file 1 — Supplementary Figs. 1 and 2 and Methods.

---

# **Integrative analysis of the 3D genome and epigenome in mouse embryonic tissues**

---

In the format provided by the  
authors and unedited

## Supplementary Figure

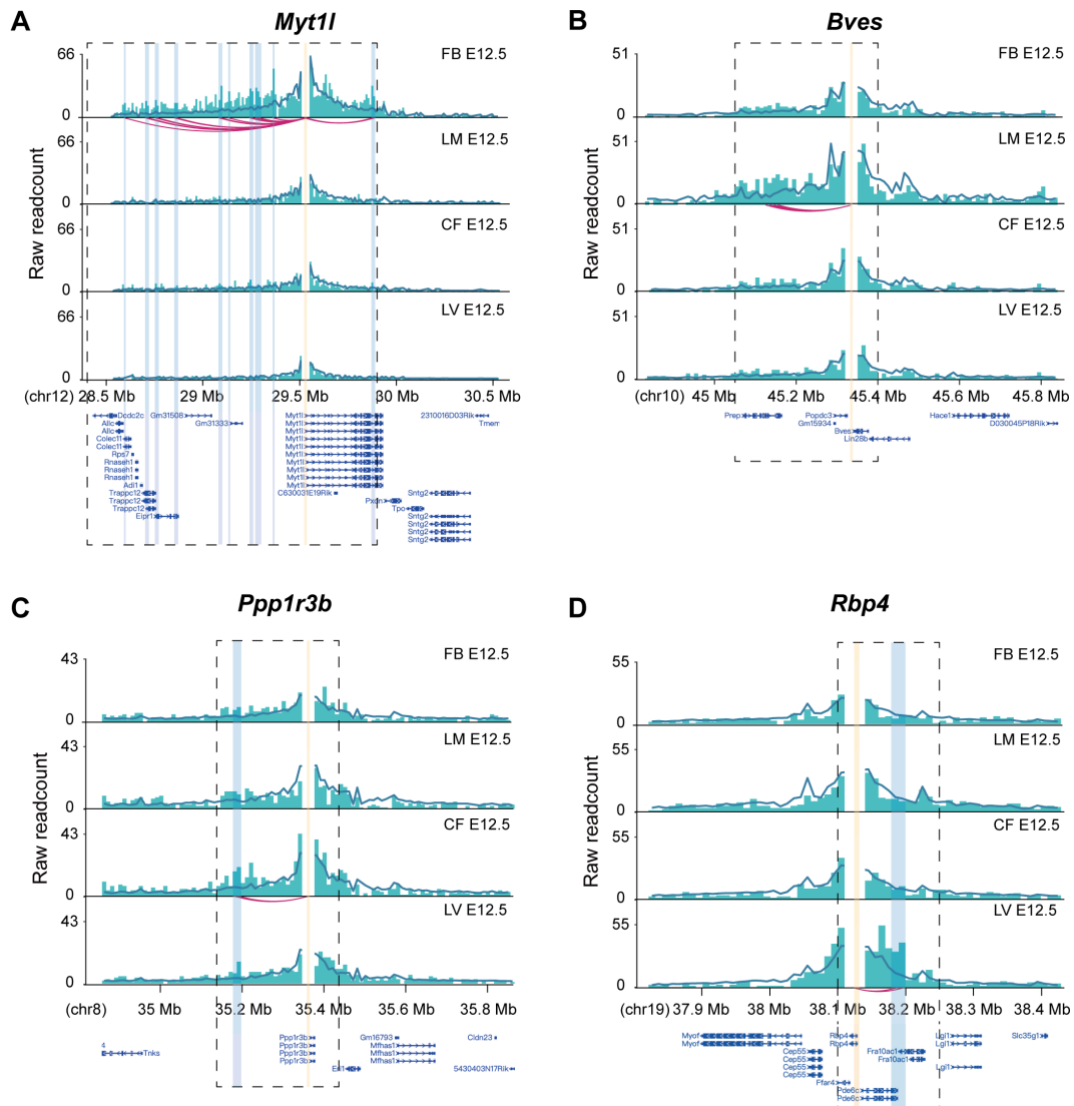

### Supplementary Figure 1. Examples of PLAC-seq interaction visualization

Virtual 4C plots of H3K4me3 PLAC-seq signal anchored at TSS regions around *Myt1l* (**A**), *Bves* (**B**), *Ppp1r3b* (**C**), *Rbpv* (**D**) in forebrain (FB), limb (LM), craniofacial prominence (CF) and liver (LV) at embryonic day 12.5 (E12.5) under 10-kb resolution. The bars represent the raw readcount in H3K4me3 PLAC-seq on each bin and their expected counts (both distance and H3K4me3 signal strength on the bin are considered) are showed by the blue line. Similar to **Fig. 2d**, the bins containing H3K4me3 peaks (around TSS) are highlighted by yellow boxes. Bins located within 20-kb of the anchor bin are not considered in MAPS interaction calling and thus filled with blank. Bins with raw read count larger than two folds of the expected counts and FDR < 1% are highlighted since MAPS identified such bins as forming interaction to the anchor region, as shown by the purple arc.

**A**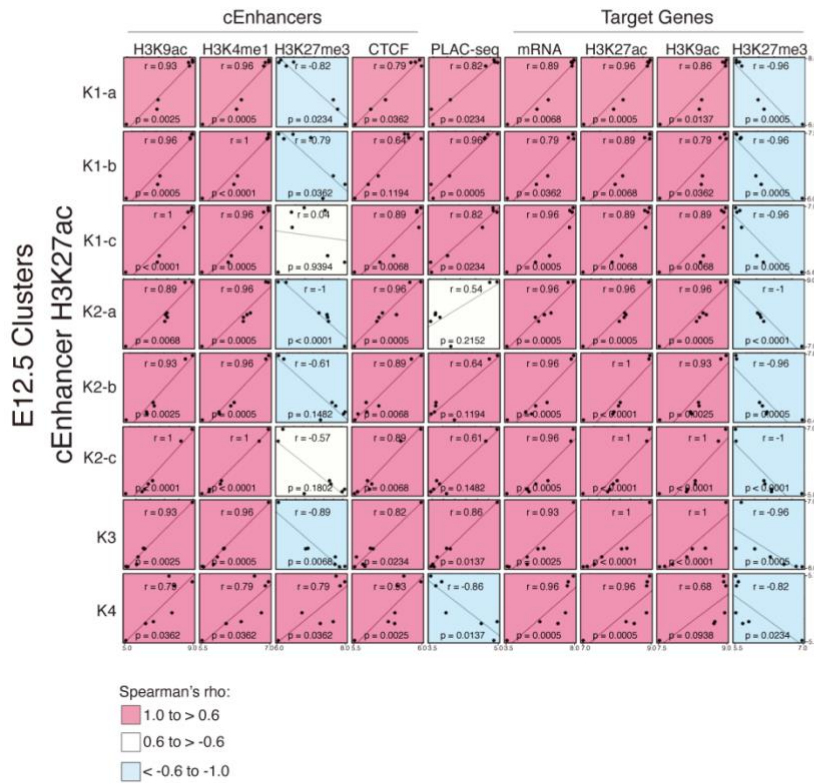**B**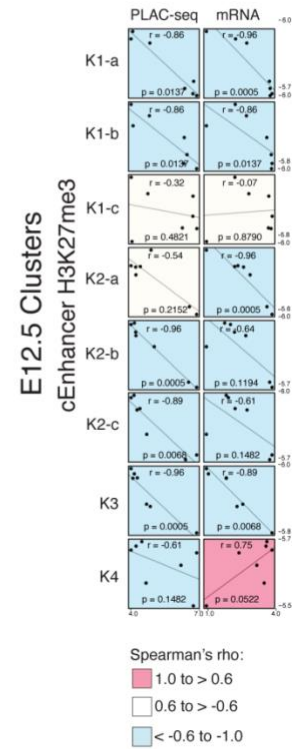**C**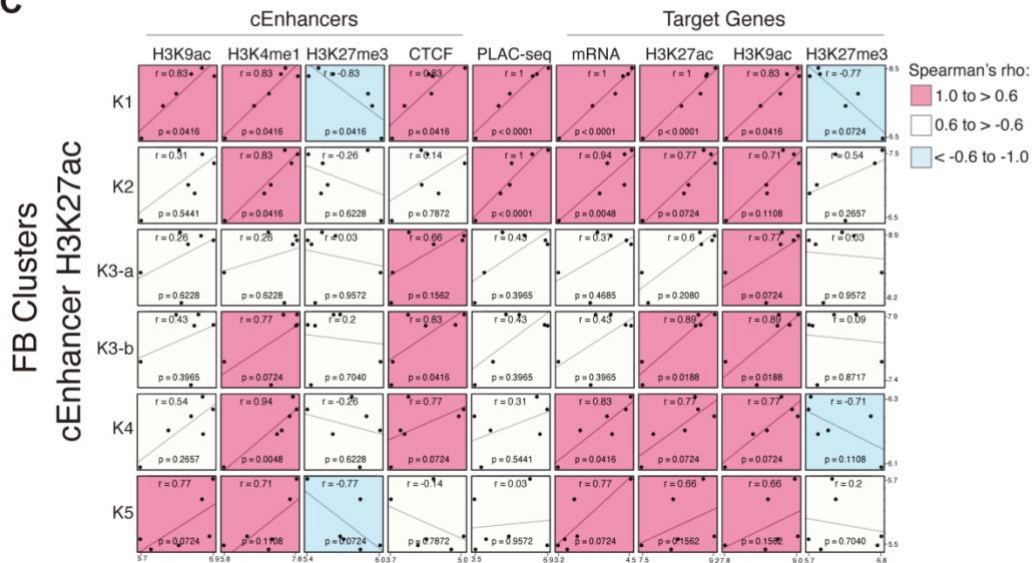

**Supplementary Figure 2. Correlation between cEnhancer H3K27ac, H3K27me3 with contact frequency and other histone modifications.**

**A.** Scatterplots displaying correlations between cEnhancer H3K27ac and each column across E12.5 clusters from **Fig. 3d**.

**B.** Scatterplots displaying correlations between cEnhancer H3K27me3 and PLAC-seq and mRNA across E12.5 clusters from **Fig. 3d**.

**C.** Scatterplots displaying correlations between cEnhancer H3K27ac and each column across FB clusters from **Extended Data Fig. 8b**.

## Supplementary Method

### Reproducibility analysis of MAPS-identified interactions from two biological replicates.

After acquiring the MAPS-identified long-range chromatin interactions from each biological replicate, two approaches were used to evaluate their reproducibility: (1) we calculated the overlap between MAPS-identified interactions from two replicates, (2) we calculated the Pearson correlation coefficients of the normalized contact frequency for the reproducible interactions from two replicates.

### Gene and TSS Annotation

We downloaded Gencode vM4 annotation (<https://www.encodeproject.org/data-standards/reference-sequences/>) to define transcript TSS for each protein coding gene. To count number of genes involved in or in PLAC-seq interactions, we only considered whether the TSS of the gene is laid in either of the 10 Kb ends of the PLAC-seq interactions.

### Comparison of MAPS-identified interactions with Capture-C interactions

The Capture-C interactions from forelimb and hindlimb at E10.5, E11.5 and E13.5, and midbrain at E12.5 were downloaded from Gene Expression Omnibus (GEO) with accession number GSE84795, using the 95<sup>th</sup> or the 99<sup>th</sup> percentile as the cut-off value<sup>1</sup>. The mm9 coordinates used in the original paper were converted to mm10 using UCSC LiftOver tool (<https://genome.ucsc.edu/cgi-bin/hgLiftOver>). Since MAPS only detected interactions that have at least one end overlapping H3K4me3 peaks, we further filtered Capture-C interactions for fair comparison. Specifically, a Capture-C interaction was considered as testable only when it satisfies the following two criteria: (1) the interaction was with 1D genomic distance between 20 Kb to 1 Mb in autosomal chromosomes and (2) the interaction has at least one end overlapping the 10 Kb bins containing reproducible H3K4me3 peaks identified in the corresponding tissue (LM E12.5 for forelimb and hindlimb Capture-C data and MB E12.5 for midbrain E10.5 Capture-C data).

Since PLAC-seq and Capture-C were not performed on exactly the same tissues, the MAPS-identified interactions of MB E12.5 were compared with Capture-C interactions from midbrain E10.5, and the MAPS-identified interactions of LM E12.5 were compared with Capture-C interactions from forelimb and hindlimb. A testable Capture-C interaction was considered as being recapitulated by PLAC-seq when its both ends overlapped the two ends (at least 1 bp) of a PLAC-seq interaction identified from the corresponding tissues. As a control set, a list of distance-matched pseudo-interactions was generated by linking the H3K4me3-containing 10 Kb bin to the 10 Kb bin equidistant from but on the other side of H3K4me3-containing bins. For tissue-specific comparison, interactions identified from all 6 forelimb and hindlimb tissues were combined and deduplicated as the pooled limb (LM-pooled) interaction list and all Capture-C interactions were further classified into two categories: interactions that can be identified in both tissue types (MB E10.5 and pooled-LM) were referred to as 'shared interactions,' while interactions that can only be detected in one type (MB E10.5 or pooled-LM) were referred to as 'tissue-specific interactions.'

### **Clustering of PLAC-seq data across 12 tissues**

Clustering analysis including principal component analysis (PCA) and hierarchical clustering analysis (HCA) was performed on the normalized contact frequency of 10 Kb bin pairs which were called as significant interactions in at least 1 of the 12 tissues using union H3K4me3 peak list. Bin pairs with zero variance of normalized contact frequency across 12 tissues were discarded. Finally, a total of 195009 bin pairs were used for clustering analysis. Based on the normalized contact frequency matrix of these 195009 bin pairs, PCA was performed by R function "prcomp" and HCA was performed by the "hclust" function in R using Ward's minimum variance method (using 'ward.D' argument).

### **Clustering of H3K27ac ChIP-seq data across 12 tissues**

Hierarchical clustering of H3K27ac histone modification ChIP-seq was performed using the "hclust" function in R as previously described<sup>2</sup>. First, replicated H3K27ac ChIP-seq peaks from all 12 tissues were pooled together, merging by bedtools merge (v2.29.2)<sup>3</sup> so that the

same peak list was used across all 12 tissues for comparison. Average fold enrichments on these merged peaks were re-calculated by bigWigAverageOverBed ([https://github.com/ENCODE-DCC/kentUtils/blob/master/bin/linux.x86\\_64/bigWigAverageOverBed](https://github.com/ENCODE-DCC/kentUtils/blob/master/bin/linux.x86_64/bigWigAverageOverBed)), using pooling signal (fold change over control) bigwig files of each tissue as input. Finally, quantile normalization was applied and the normalized scores were used for hierarchical clustering. The replicated peaks of H3K27ac histone modification as well as the signal bigwig files were downloaded from ENCODE data portal (<https://www.encodeproject.org/>) and the identifiers are summarized in **Supplementary Table 7**.

### **Heatmap for tissue- or stage-specific interaction features.**

We determined tissue or stage-specific XOR MAPS interactions as those having significance in only the indicated E12.5 tissues (**Fig. 2b**) or FB developmental stage (**Extended Data Fig. 6a**). For valid comparisons across samples, we used normalized contact frequencies from the union set anchor interactions. Bedtools<sup>3</sup> pairToBed function was used to find H3K4me3 marked promoters in the anchor bin and H3K27ac peaks in the non-anchor bin. Heatmap displays the percentage of an individual tissue FPKM of the total sum of FPKM for all tissues for each gene. H3K27ac signal was calculated by counts within peaks overlapping with the non-anchor interacting bins. H3K27ac counts were corrected for total mapped reads and quantile normalized. Heatmap displays the percentage of an individual tissue H3K27ac counts of the total sum of H3K27ac counts for all tissues for each non-anchor bin.

### **Correlation analysis between fold-change of gene expression and that of number of MAPS-identified significant chromatin interactions**

We first selected 9,939 protein-coding genes which are expressed in at least one of 12 tissues (defined by FPKM>1), and have transcription start site (TSS) overlaps with H3K4me3 ChIP-seq peak in at least one of 12 tissues. Next, we converted the FPKM value to  $\text{Log}_2(\text{FPKM}+1)$ , and applied R function “normalize.quantile” in the “preprocessCore” library to perform quantile normalization across all 12 tissues. The log2 transformed and quantile normalized gene expression data for these 9,939 genes were used for the downstream

analysis. In addition, we counted the number of the number of MAPS-identified significant chromatin interactions in each tissue. For any two tissues, we further made the scatter plot between the change of chromatin interaction and the change of gene expression, and reported the Pearson correlation coefficients and the corresponding P-values.

### **Comparison of cEnhancer/cEnhancer-gene ortholog pairs with human cCREs/cCRE-gene from human fetal brain dataset.**

cEnhancers were converted from mm10 to hg38 coordinates using liftover with settings -minMatch 0.5. Regions that did not map back to their original mm10 coordinates were discarded. To compare cEnhancer orthologs with human cCREs, we defined human cCREs as the 210,392 pooled ATAC-seq peaks identified from four cell types isolated from the human cortex in the Song et al. study<sup>4</sup>, or the 656,891 consensus ATAC peaks identified from the 22 cell clusters in the Trevino et al. study<sup>5</sup>. Regions of equal size to the cEnhancer ortholog, equidistant distance from but on the other side of the target gene, were used as control. To compare cEnhancer-gene ortholog pairs with human cCRE-gene pairs, we considered only pairs with a human-recaptured cEnhancer ortholog. Pseudo-pairs linking the target genes with the control regions were used as controls. We considered a cEnhancer-gene ortholog pair (or a control-gene pair) to be supported by the human dataset when it overlapped with both ends of a PLAC-seq interaction in the Song et al. study or when the cEnhancer ortholog was assigned to the same target gene, as in the Trevino et al. study.

### **Supplementary Method References**

1. Andrey, G. *et al.* Characterization of hundreds of regulatory landscapes in developing limbs reveals two regimes of chromatin folding. *Genome Research* **27**, 223-233 (2017).
2. Gorkin, D.U. *et al.* An atlas of dynamic chromatin landscapes in mouse fetal development. *Nature* **583**, 744-751 (2020).
3. Quinlan, A.R. & Hall, I.M. BEDTools: A flexible suite of utilities for comparing genomic features. *Bioinformatics* **26**, 841-842 (2010).
4. Song, M. *et al.* Cell-type-specific 3D epigenomes in the developing human cortex. *Nature* **587**, 644-649 (2020).
5. Trevino, A.E. *et al.* Chromatin and gene-regulatory dynamics of the developing human cerebral cortex at single-cell resolution. *Cell* **184**, 5053-5069 e23 (2021).

# Supplementary material for: Integrative analysis of the 3D genome and epigenome in mouse embryonic tissues
**Source:** Nat Struct Mol Biol. 2024 Dec 16;32(3):479–90. doi: 10.1038/s41594-024-01431-2
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give <i>P</i> values as exact values whenever suitable.</i>              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No software was used for data collection.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Data analysis   | MAPS v1.1.0 ( <a href="https://github.com/HuMingLab/MAPS">https://github.com/HuMingLab/MAPS</a> ), UCSC LiftOver tool v377 ( <a href="https://genome.ucsc.edu/cgi-bin/hgLiftOver">https://genome.ucsc.edu/cgi-bin/hgLiftOver</a> ), FIMO v4.9.1 ( <a href="https://meme-suite.org/meme/doc/fimo.html">https://meme-suite.org/meme/doc/fimo.html</a> ), bedtools v2.29.2 ( <a href="https://bedtools.readthedocs.io/en/latest/">https://bedtools.readthedocs.io/en/latest/</a> ), Homer v4.11 ( <a href="http://homer.ucsd.edu/homer/">http://homer.ucsd.edu/homer/</a> ), MACS2 v2.2.4 ( <a href="https://github.com/macs3-project/MACS">https://github.com/macs3-project/MACS</a> ), ENCODE ChIP-seq pipeline ( <a href="https://github.com/ENCODE-DCC/chip-seq-pipeline2">https://github.com/ENCODE-DCC/chip-seq-pipeline2</a> ), HTSeq software 0.12.4 ( <a href="https://htseq.readthedocs.io/en/master/">https://htseq.readthedocs.io/en/master/</a> ), Java TreeView software 3.0 |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The H3K4me3 PLAC-seq and CTCF ChIP-seq datasets generated in this study have been deposited to the Gene Expression Omnibus (GEO) with accession number

GSE200114. The H3K4me3 PLAC-seq datasets were also available from 4DN Data portal (<https://data.4dnucleome.org>, with accession code 4DNESG7Q6HPT, 4DNES8IEZPCJ, 4DNES8DEXNEY, 4DNES2HA1AN, 4DNES2VIMAYW, 4DNESA85FV7T, 4DNESLTK5GLR, 4DNESBUE56SA, 4DNESV96LIGH, 4DNESO2R26BF, 4DNESR5QMPX and 4DNESGAQJIF8). The processed files of ChIP-seq, RNA-seq and ATAC-seq data for the mouse embryonic tissues were downloaded from the ENCODE portal (<https://www.encodeproject.org/>, the identifiers provided in Supplementary Table 4). The Gencode vM4 annotation was downloaded from <https://www.encodeproject.org/data-standards/reference-sequences/>. The mouse E10.5-E13.5 limb and midbrain Capture-C datasets were downloaded from <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE84795>. Source data are provided with this paper.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |     |
|-----------------------------|-----|
| Reporting on sex and gender | N/A |
| Population characteristics  | N/A |
| Recruitment                 | N/A |
| Ethics oversight            | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | 12 mouse fetal tissues were chosen in this study to provide sufficient data points to predict gene-cEnhancer pairs.                                                                                                                                                                                                                                              |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                                                                                                           |
| Replication     | Two biological replicates were used for PLAC-seq experiments with high reproducible contact frequencies (Pearson correlation coefficients 0.77 - 0.80). Two biological replicates/technical replicates were used for CTCF ChIP-seq experiments with high reproducibility of peak region signals as determined by Pearson correlation coefficients 0.8 and above. |
| Randomization   | No randomization. The study were performed using 7 different mouse fetal tissues from certain time points.                                                                                                                                                                                                                                                       |
| Blinding        | Blinding is not relevant to this study since no subjective measurements were taken during data collection/analysis.                                                                                                                                                                                                                                              |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | H3K4me3 antibody for PLAC-seq (cat. no. 04-745, clone MC315, Millipore,); CTCF antibody for ChIP-seq (cat. no. 3418, clone D31H2, Cell Signaling)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Validation      | Anti-trimethyl-Histone H3 (Lys4) Antibody, clone MC315 is a rabbit monoclonal antibody for detection of human and mouse H3K4me3 and has been validated by ENCODE. The validation results can be found at: <a href="https://www.encodeproject.org/antibodies/ENCAB610CEF/">https://www.encodeproject.org/antibodies/ENCAB610CEF/</a> .<br>The CTCF antibody from Cell Signaling (3418) is a rabbit monoclonal antibody and its species reactivity includes human, mouse, rat and monkey. It has been validated by ENCODE and the results can be found at: <a href="https://www.encodeproject.org/antibodies/ENCAB498PCM/">https://www.encodeproject.org/antibodies/ENCAB498PCM/</a> . |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                  |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Tissue collection was performed using female C57BL/6N Mus musculus animals. Embryonic mice of E12.5, E13.5, E14.5, E15.5, E16.5 and p0 from pregnant female mice were collected. |
| Wild animals            | This study did not involve wild animals.                                                                                                                                         |
| Reporting on sex        | Biological sex is not visually obvious for the the developmental stages in our study and was not assessed.                                                                       |
| Field-collected samples | No field samples were collected.                                                                                                                                                 |
| Ethics oversight        | All animal work was reviewed and approved by the Lawrence Berkeley National Laboratory Animal Welfare and Research Committee.                                                    |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                                                                                  |
|--------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE200114">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE200114</a> .                                                                                                                                        |
| Files in database submission                                       | For H3K4me3 PLAC-seq data: raw fastq files, .hic files, and .bedpe files for the called long-range interactions.<br>For CTCF ChIP-seq data: raw fastq files, bigwig file representing the signal track for fold change over control. Replicated peak files in narrowPeak format. |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | not applicable                                                                                                                                                                                                                                                                   |

### Methodology

|                         |                                                                                                                                                                                                                                                                                                                                                                        |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | Two biological replicates were used for PLAC-seq experiments with high reproducible contact frequencies (Pearson correlation coefficients 0.77 - 0.80). Two biological replicates/technical replicates were used for CTCF ChIP-seq experiments with high reproducibility of peak region signals as determined by Pearson correlation coefficients ~ 0.8 and above.     |
| Sequencing depth        | Each PLAC-seq sample was sequenced to a median sequencing depth of 206 million reads and the detailed numbers can be found in Supplementary Table 1.                                                                                                                                                                                                                   |
| Antibodies              | H3K4me3 antibody (cat. no. 04-745, clone MC315, Millipore) for PLAC-seq assay; CTCF antibody (cat. no. 3418, clone D31H2, Cell Signaling) for CTCF ChIP-seq assay                                                                                                                                                                                                      |
| Peak calling parameters | Peaks were called using MACS2 with regular peak calling at P threshold of 0.01. Such relaxed peak sets were generated for each biological/technical replicate, and also for the pooled replicates. Peaks from the pooled replicate set were defined as the replicated peak set if they overlapped (at least 1 bp) the peaks from both biological/technical replicates. |
| Data quality            | Between 30,000 and 60,000 CTCF peaks were reproduced between replicates. The majority of peaks contained a CTCF motif > 80%.                                                                                                                                                                                                                                           |
| Software                | The fastq files of CTCF ChIP-seq data were mapped to mouse genome (mm10) and processed using the ENCODE uniform processing pipeline for ChIP-seq data ( <a href="https://github.com/ENCODE-DCC/chip-seq-pipeline">https://github.com/ENCODE-DCC/chip-seq-pipeline</a> ) with default parameters.                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

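H3K4me3 PLAC-seq was measured in forebrain, midbrain, hindbrain, neural tube, limb, craniofacial tissue and liver at E12.5 and in forebrain at E13.5, E14.5, E15.5, E16.5 and P0, and CTCF ChIP-seq with input DNA in the same 12 tissue-stages. The samples are 70 libraries, of which 24 are PLAC-seq, 23 CTCF and 23 input. The authors aligned PLAC-seq reads to mm10 and, with MAPS, gave each called pair of 10-kb bins the count of read pairs that joins it. The signal the model expects for that pair is the authors' fitted expected count, as deposited. The FDR of each call was computed by the authors from that model. The authors kept calls at an FDR below 1% and an observed/expected ratio of at least 2, at distances from 20 kb to 1 Mb on the 19 autosomes. Calls come as deposited for each replicate, and for the replicates pooled and downsampled by the authors. The CTCF peaks carry a fold enrichment over input that the authors computed with MACS2, and each list holds the peaks of the pooled libraries that overlap peaks of both (FB at P0 has 1 library, and the CTCF libraries of LV and of FB at E14.5 are technical replicates by their titles). A second list per tissue-stage, with other numbers of peaks, was used as an alternative.

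The values were read with Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0, matplotlib 3.10.9) and the genes were tested with R 4.3.3 (limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0). The reference is GRCm38 with GENCODE release M21, the assembly called mm10, and the paper used release M4. A promoter bin holds a TSS of a protein-coding gene. CTCF motifs were found with a matrix of 19 bp estimated here from 5000 peaks, with a site threshold of 0.0001 per position. Libraries were scaled to the median total number of interactions. CTCF sites near promoters were counted within 3 kb of a TSS, and within 1 kb as an alternative. Sites of different lists were merged at an overlap of 1 bp. Depth was taken from the paper's Supplementary Tables. A gene with 0 listed interactions can have contacts that were not called.

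Tissue-stages were grouped by the sample labels. Differences over the 12 tissue-stages were tested by flipping signs, and groups of tissues or libraries by exact permutation of their labels. Genes were compared in 5 ways with limma's trend option on log2 of the scaled number plus 1, over genes with a mean of at least 1, at an adjusted p under 0.05: neural against non-neural tissues, liver, limb and craniofacial tissue each against the other tissues at E12.5, and FB at E16.5 and P0 against E12.5 and E13.5. The 13 gene lists, with 282 entries, were tested with camera at a preset correlation of 0.01 and with an estimated correlation. A gene can be in more than 1 list. They cover neural differentiation TFs, forebrain and cortical identity TFs, neuronal maturation and synapse genes, neural progenitor and cell cycle genes, limb patterning genes, craniofacial genes, skeletal muscle and cartilage genes, hepatocyte genes, erythroid and haematopoietic genes, endothelial genes, housekeeping genes, the paper's SCZ target genes and the genes the paper names. Named genes are, in each comparison, up to 10 per direction with the largest log2 difference among those past the threshold whose pooled numbers differ the same way, list members past the threshold in order of adjusted p, and every gene the paper names. Genes whose TSS bins are shared, such as Apoa2 and Tomm40l, have the same number of interactions. Some genes are not reported here. The replicate numbers of different tissues did not pair (r from -0.0657 to 0.0357 over 21 pairs of tissues at E12.5, and from -0.0365 to 0.0687 over 15 pairs of FB stages), so no pairing entered the tests. Lists, tests and alternatives were set before the data were examined, apart from 5 alternatives, the tests of explanations, the test of the number of interactions in liver, the tests of CTCF measures by lineage and the similarity of tissues without liver, which were chosen later.

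The steps were tested on simulated data with planted values. A planted replicate overlap of 55% was recovered as 55.0%, and planted convergent motifs at 50% as 50.1%. With independent motif directions of 70% at each end, the expectation from each end's own frequencies left 0.152 percentage points, and that from both ends together 24.6. Input libraries, contact maps, H3K4me3 peaks, the calls made on the union of H3K4me3 peaks, gene expression, other histone marks, open chromatin and the human variants were not analysed here.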

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

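All tests of explanations in this part were chosen after the result was seen. Among the 7 tissues at E12.5, liver lay far from the others in 7 measures. It had 21945 interactions (next value 51264), a median distance of 170 kb (next 270), a TSS at both ends of 20.3% of interactions (next 17.6%) and convergent motifs at 59.6% (next 52.5%). Its convergent share exceeded the value expected from each end's own motif directions by 0.130 percentage points (next -0.381). The difference in direction between promoters with forward and reverse motifs was 53.6 percentage points (next 40.1), and the excess of CTCF at nonpromoter ends 21.0 (next 16.3). Among the 6 FB stages, P0 had a TSS at both ends of 17.7% of interactions (next 16.0%). Over 36 groups of values, 8 had such a value, where chance gives about 1 in 20 groups, and several of the liver measures rest on the same set of calls.

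Liver had fewer and shorter interactions, and over libraries the shorter distance passed its test and the lower number did not (exact permutation p = 0.0688). The test of the number counts high values as well as low ones, so it does not settle whether the low numbers are unusual. Against too few usable read pairs, weaker H3K4me3 enrichment or too few pairs over 20 kb as the whole cause, the other libraries that were lower than both liver libraries in these (13 below 129 M, 9 below a share of 0.108 and 10 below 0.648) had at least 18015, 18015 and 16075 interactions and median distances of at least 230, 230 and 260 kb, where liver had 11396 and 15016 and 160 and 170 kb. LM replicate 1, lower than both liver libraries in none of the 3, had 12461 interactions, and the 3 acting together were not tested. The criterion was changed 2 times after these values were known: the liver means had set all 3 aside, and the place of both libraries against the median had left enrichment and pairs over 20 kb open. A difference of chromatin between liver and the other tissues, which the design names, stays open as a hypothesis and was not tested.

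FB had more interactions late than early: 44732 ± 13184 in the 4 replicate libraries of E16.5 and P0 and 23130 ± 7029 in the 4 of E12.5 and E13.5. Against deeper sequencing, the late libraries had fewer usable read pairs (115 ± 17.0 against 149 ± 21.1 M, a difference of -33.4 M). Stronger H3K4me3 enrichment may account for part, since the share of valid short-range reads in peaks was higher late by 0.03275. Over the 12 FB libraries, this share and the number of interactions had r = 0.418 (permutation p = 0.176; 0.657 without the 2 libraries farthest on that share) and rho = 0.462 (permutation p = 0.135), and in 2 of 6 stages the replicate with the higher share had more interactions. Developmental stage changes together with the enrichment and stays open, untested.

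Many genes had fewer interactions in liver by limma, of which 39.6% were also lower by edgeR with library totals. The floor of the log scale at low liver numbers and a true loss cannot be told apart for the rest of these genes.

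Peaks found only in the second CTCF lists, whose peak numbers are not those of Supplementary Table 2, numbered 24475. Of these, 17711 (72.4%, from 64.9% to 81.7% by list) carried a CTCF motif, against 6.4% of random sequences.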

How the results depend on the processing

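Settings were chosen before the data were examined except 5: 2 comparisons for motif orientation, CTCF conservation without FB at P0, similarity in the replicate calls, and promoters widened by 1 bin, which were chosen after seeing the data. Over all results and settings without a left-out library, 118 values kept their direction and side of the threshold or stayed within their spread, 39 moved, 2 passed a test they had missed and 2 reversed. With 1 library left out, 59 stayed and 9 moved. The cause was not tested. At an FDR under 0.0001, the replicate r was 0.830 (main 0.792), and there were 163203 interactions in the union (248620), 4383 stage-restricted ones (7397) and 839 at the example genes (1379). At an observed/expected ratio of at least 3, r was 0.744, liver had 27.9% of the others' median (35.9%) and 12.6% of interactions joined 2 TSS bins (16.6%). With TSSs of all genes that share was 25.7%, and in the replicate calls liver had 46.0%. Replicate overlap (55.2%) was 79.1% with a tolerance of 1 bin, 59.2% of the smaller and 51.5% of the larger replicate, and 38.1% as a Jaccard index. The tolerance gave 12847 tissue-restricted interactions (24101). With the 30000 strongest CTCF peaks, fixed at 30000 per list (median 49044.5), 69.2% of interactions had CTCF at an end (80.7%), 45.0% of sites were in all 12 (34.9%), and the gain of CTCF at interactions passed its test (2.29 percentage points, p = 0.000488, against 2.81, p = 0.159), as it did among the 7 tissues at E12.5 (3.38, exact permutation p = 0.0313). CTCF conservation was 32.5% with the other list, 31.3% with all peaks and 36.5% without FB at P0. The convergent share reversed from -0.437 percentage points to 25.7 against the frequencies of both ends together and 43.0 against the divergent orientation.

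Neural against non-neural: of 1745 genes, 918 passed with a mean of at least 3, 1120 with edgeR on totals, 567 with DESeq2 and 424 with tissue as a random block. Liver (2364): 1184 with a mean of at least 3, 1391 with edgeR on totals, 1282 with edgeR and TMM, and 348 with DESeq2. Limb (1326): 797 with no filter, 825 with a mean of at least 3, 731 with edgeR on totals, 669 with edgeR and TMM, and 239 with DESeq2. Craniofacial (271): 131 with no filter and 62 with DESeq2. Late FB (1300): 2734 without scaling, 272 with DESeq2 and 331 with P0 left out. List members past the threshold (393): 186 with DESeq2. With 1 library left out, the counts ran from 1509 (HB replicate 1) to 1757 (FB replicate 1) for neural, 1111 (LV replicate 2) to 2404 (FB replicate 1) for liver, 441 (LM replicate 1) to 1405 (NT replicate 1) for limb, 42 (CF replicate 2) to 299 (LV replicate 1) for craniofacial and 667 (P0 replicate 1) to 1358 (E12.5 replicate 1) for late FB, and those over 1.5 times away were also 1420 (LV replicate 1), 736 (LM replicate 2), 64 (CF replicate 1), 761 (E16.5 replicate 2) and 759 (P0 replicate 2). With the replicate number as a replicate block, 1724, 2314, 1279, 256 and 1306 genes passed. Of the genes named in the text, 5 reversed. Apart from left-out libraries, 30 lost the threshold in at least 1 setting, counting each comparison apart, in 86 values. These were Add2, Ank1, Foxo1, Gata4, Ikzf1, Myb, Polr2a, Prrx1 and Rplp0 in the neural comparison (8 of 21 with tissue as a random block), Actb, Ank1, Cebpb, Esam, Fli1, Hand2, Hbb-bt, Ikzf1, Onecut1, Polr2a and Trf in liver (10 of 14 with DESeq2), Pax7, Shh and Sox9 in limb, Alx1 in CF, and Ccnd2, Gad1, Gad2, Gli3, Neurod1 and Sox2 in late FB. With 1 library left out, 11 did so, in 38 values, among them Six4 in limb. Without scaling, Ccnd2 (0.0376), Gad1 (0.31) and Gad2 (0.22) in late FB and Foxo1 in the neural tissues (0.0914, and 0.27 at the stricter FDR) turned positive, none past the threshold. Fli1 was lower in liver at the stricter FDR (-1.01), past the threshold.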

Differences from the paper's values

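Values are taken as different when they are more than 1.5 times apart and differ by more than the replicate SD, so a value not counted as different need not equal the paper's. CTCF peaks lay at promoters in 27.2% of cases (17.2% in the paper), against 9.05% of the genome (4.7% in the paper). Of the alternatives set before the data were examined, the window of 1 kb was less than 1.5 times from the paper's values (16.3% and 3.59%), and the other list, the 30000 strongest peaks, all peaks, the set without liver and the 7 tissues at E12.5 were not. Of promoters without CTCF, 26.2% formed interactions (54% in the paper), and the ratio of bound to unbound was 2.22 (1.3 in the paper). All annotated TSS bins, with or without H3K4me3, are counted here, a base that none of 7 alternatives changes, and none of them reached either paper value (stricter FDR and fold, the other list, 30000 strongest peaks, all peaks, without liver, E12.5 only; 18.0% to 29.2%, and 2.14 to 2.60).

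The paper's tissue-restricted interactions come from calls on the union of H3K4me3 peaks of all tissues, with promoters set by those peaks. Here the calls rest on each tissue's own peaks and the promoters on annotated TSSs, which no alternative changed. Tissue-restricted interactions with a TSS at a single end numbered 24101 (15027 in the paper), where neural ones count here only if called in each of FB, MB, HB and NT. With the stricter FDR they numbered 17269, with the stricter fold 16710 and with the 1-bin tolerance 12847. Each was less than 1.5 times from the paper's number, on either side. As a share of all interactions with a TSS at a single end at E12.5, the tissue-restricted ones were 23.0% (10.1% in the paper). The tolerance gave 12.3%, less than 1.5 times away, while the stricter FDR (25.0%) and fold (22.6%) were farther. By tissue there were 10168 in LM (about 6500 in the paper's Fig. 2b, read by eye), 9156 in CF (about 5200, Fig. 2b, read by eye) and 3554 in LV (about 2100, Fig. 2b, read by eye), and the stricter FDR, the stricter fold and the tolerance were less than 1.5 times from each (LM 7640, 7308 and 4910, CF 6614, 6708 and 4012, LV 2234, 1958 and 1695).

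The paper states a preference for convergent motifs. The expectation from each end's own motif directions already contains such a preference and tests only whether the ends are independent: the convergent share differed from it by -0.437 percentage points. Against both ends together and against the divergent orientation, comparisons chosen after seeing the values, it was higher by 25.7 and 43.0. The paper gives a conserved share of CTCF sites without its base: here 34.9% of the merged sites were in all 12 (45.0% with the 30000 strongest peaks), and 49.8% to 67.4% of the sites of each tissue-stage. The paper relates contact frequency to CTCF occupancy across samples, measured there on signals, and the difference in CTCF gain here, 2.81 percentage points, did not pass its test, while it did with the 30000 strongest peaks (2.29) and among the 7 tissues at E12.5 (3.38), and not with 5 other alternatives. The paper gives Ppp1r3b as an example in LM and Bves in CF, from calls on the union of H3K4me3 peaks of all tissues. The calls used here rest on each tissue's own peaks. Here Ppp1r3b had 0 interactions in LM and 1 in FB at E12.5, and Bves had 1 in CF, 3 in LM and 4 in each of MB, HB and NT, while Rbp4 had 2 in LV and 1 in CF, and Myt1l had 21 to 67 in the neural tissues and 0 or 1 elsewhere. The paper assigns no cEnhancer to Neurod6 in FB at E12.5, and here 3 interactions of any kind were called in the pooled calls and 0 in the replicates. Which of them join cEnhancers was not analysed here.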

Other observations

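In liver, the 3 endothelial genes measured included 2 that were higher, Esam (1.30) and Fli1 (1.08, with 4.39 ± 1.28 interactions against 4.21 ± 6.32, but lower, at -1.01, at the stricter FDR), and none lower (2 when adjusted over the list alone, adjusted p = 0.301 with an estimated correlation). Fli1 was lower in the neural tissues (-3.12). Limb patterning genes were lower in liver (19 of 25, and Hand2 higher at 1.09; adjusted p = 0.00530 with an estimated correlation), and craniofacial genes too (16 of 24, Hand2 higher; adjusted p = 0.0338). The reading of lower counts in liver carries the limit given beside them. Housekeeping genes, a control list, had Polr2a (1.64) and Actb (1.21) of 6 higher in liver and Polr2a (-0.92) and Rplp0 (-0.74) lower in the neural tissues. Of the genes the paper names, 10 of 17 were higher and 4 lower, among them Gata4, Myb and Foxo1, in the neural tissues (adjusted p = 0.0532 with an estimated correlation), and this study-chosen list is not independent evidence. In the neural tissues, Polr2a, Rplp0, Gata4, Myb and Foxo1 did not pass with tissue as a random block.

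All tests in this paragraph, also those of CTCF measures by lineage, were chosen after the result was seen. Of 35 splits of the 7 tissues into 4 and 3, 1, the real one, called as many genes as neural against non-neural (1745; the highest other split called 1293). Of 45 splits of FB stages into 2 and 2, 1, the real one, called as many genes as late against early (1300; the highest other, E15.5 and P0 against E12.5 and E13.5, called 1147). The real split thus ranked first for both counts. This makes a random grouping of tissues or stages unlikely but does not exclude it, since the numbers of splits are small. Between neural and non-neural tissues, none of 8 CTCF measures differed at an adjusted p under 0.05 (exact permutation, adjusted p from 0.457 to 0.914; unadjusted 0 of 8 under 0.05).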
